# Chronic circadian misalignment accelerates immune senescence and abbreviates lifespan in mice

**DOI:** 10.1038/s41598-020-59541-y

**Published:** 2020-02-13

**Authors:** Hitoshi Inokawa, Yasuhiro Umemura, Akihiro Shimba, Eiryo Kawakami, Nobuya Koike, Yoshiki Tsuchiya, Munehiro Ohashi, Yoichi Minami, Guangwei Cui, Takuma Asahi, Ryutaro Ono, Yuh Sasawaki, Eiichi Konishi, Seung-Hee Yoo, Zheng Chen, Satoshi Teramukai, Koichi Ikuta, Kazuhiro Yagita

**Keywords:** Ageing, Transcriptomics

## Abstract

Modern society characterized by a 24/7 lifestyle leads to misalignment between environmental cycles and endogenous circadian rhythms. Persisting circadian misalignment leads to deleterious effects on health and healthspan. However, the underlying mechanism remains not fully understood. Here, we subjected adult, wild-type mice to distinct chronic jet-lag paradigms, which showed that long-term circadian misalignment induced significant early mortality. Non-biased RNA sequencing analysis using liver and kidney showed marked activation of gene regulatory pathways associated with the immune system and immune disease in both organs. In accordance, we observed enhanced steatohepatitis with infiltration of inflammatory cells. The investigation of senescence-associated immune cell subsets from the spleens and mesenteric lymph nodes revealed an increase in PD-1^+^CD44^high^ CD4 T cells as well as CD95^+^GL7^+^ germinal center B cells, indicating that the long-term circadian misalignment exacerbates immune senescence and consequent chronic inflammation. Our results underscore immune homeostasis as a pivotal interventional target against clock-related disorders.

## Introduction

From the cellular to the organismal levels, circadian clocks regulate various essential biological processes to enable anticipation of and adaptation to the daily environmental changes from Earth rotation^1^. Modernization of our society is accompanied by a dramatic change in human lifestyle, with unprecedented increases in, for example, night shift work and nocturnal feeding/recreational activities^2^. Recent epidemiological studies have revealed shift workers as being at a higher risk of various diseases, such as mood disorders, metabolic syndrome, cardiovascular disease, and some types of cancers, suggesting that the misalignment between environmental cycles and endogenous circadian clocks exacerbates systemic pathological consequences^3–8^. However, the pathophysiological mechanisms underlying the deleterious effects of long-term circadian misalignment in health and healthspan remain unclear.

Recent studies have investigated the perturbation of circadian systems by environmental and/or genetic manipulation in animal models^9,10^. For example, Davidson *et al*. reported that an experimental model of environmental perturbation induced by the scheduled shifts of light–dark cycles —called chronic jet-lag (CJL)— for 8 weeks using aged mice (27–31 months old) showed the mortality rate to be higher in the phase advance condition (6-hour phase advance every 7 days) than in the phase delay (6-hour phase delay every 7 days) condition or control LD condition^9^. These studies principally investigated the acute or subacute (for up to a few months) effects of circadian misalignment; it thus remains uncertain how long-term perturbation of environmental light-dark cycle induces physiological transformation and pathological consequences.

In mammals, the suprachiasmatic nucleus (SCN) functions as the center of a circadian regulation system to coordinate the cell-autonomous clocks in peripheral organs or tissues throughout the body^11–14^. Light is one of the most important environmental elements entraining the internal circadian system of mammals to the external cycle^15,16^; the SCN receives the neural projection from retinal ganglion cells expressing the melanopsin photoreceptor, through which mammals are entrained by light–dark cycles^17–19^. Moreover, experimental models of environmental perturbation induced by CJL may reportedly result in the desynchronization of circadian rhythms within the SCN^20,21^. Therefore, the disruption of the SCN rhythm and the ensuing misalignment between the SCN and peripheral organs have been considered to be a trigger of circadian misalignment-associated health problems. However, studies investigating the systemic effects of long-term CJL in animal models are sparse; thus, the etiology of health problems by chronic circadian misalignment has not yet been fully uncovered.

In this study, we established a prolonged CJL paradigm in mice to interrogate the function and mechanism of long-term (~85 weeks) circadian misalignment in mice. We exposed mice to a non-adjustive light–dark shift condition (8-hour phase advance every 4 days; ADV) or an adjustive shift condition (8-hour phase delay every 7 days, DEL), with a control group under the normal light-dark condition. Interestingly, our results revealed significantly shorter lifespan in ADV mice, correlated with perturbed SCN rhythms. Our mechanistic studies highlighted a key mechanistic role of accelerated immune senescence for CJL-related mortality.

## Results

### Long-term circadian misalignment induces a decrease in survival rate in mice

Our recent preliminary pilot study surveying the effects of long-term circadian misalignment on mouse physiology has raised the possibility that the long-term circadian misalignment by an 8-hour advance every 4 days (ADV) condition tended to lead shorter lifespan in mice than DEL condition^22^. Therefore, we first performed a chronic, rigorous test to determine the role of CJL on the lifespan of adult wild-type mice. In this study, we exposed the mice to two distinct CJL conditions differing in the timing of light on/off—an 8-hour delay every 7 days (DEL) and an 8-hour advance every 4 days (ADV), in addition to the control light–dark condition with an 8:00 h–20:00 h light period (LD)^22^ (Fig. S1). We used these ADV and DEL condition to induce non-adjustive and adjustive phase shifts in the behavior. DEL-conditioned mice were re-synchronized to the shifted light–dark cycle within a few days after 8-hour phase delay (Fig. S1). On the contrary, ADV-conditioned mice were unable to resynchronize their activity to the shifted light–dark cycle and, therefore, suffered from continuous non-adjustive and/or severely disturbed behavioral rhythms.

We observed that the lifespan of the ADV-conditioned mice was shortened with statistical significance, comparing with that of both LD- and DEL-conditioned mice (Fig. 1A). Stratified Cox regression analysis revealed the mortality rate of ADV-conditioned mice to be 20.0 times higher than that of LD-conditioned mice (*P* < 0.001) and 5.29 times higher than that of DEL-conditioned mice (*P < *0.05) (Fig. 1B). Interestingly, however, the Kaplan-Meier survival curve showed no significant difference between DEL- and LD-conditioned mice (Fig. 1B). Although the specific mortal causes were unclear, these results established a specific circadian disruption (ADV) that abbreviates the lifespan of adult wild-type mice.

**Figure 1:**
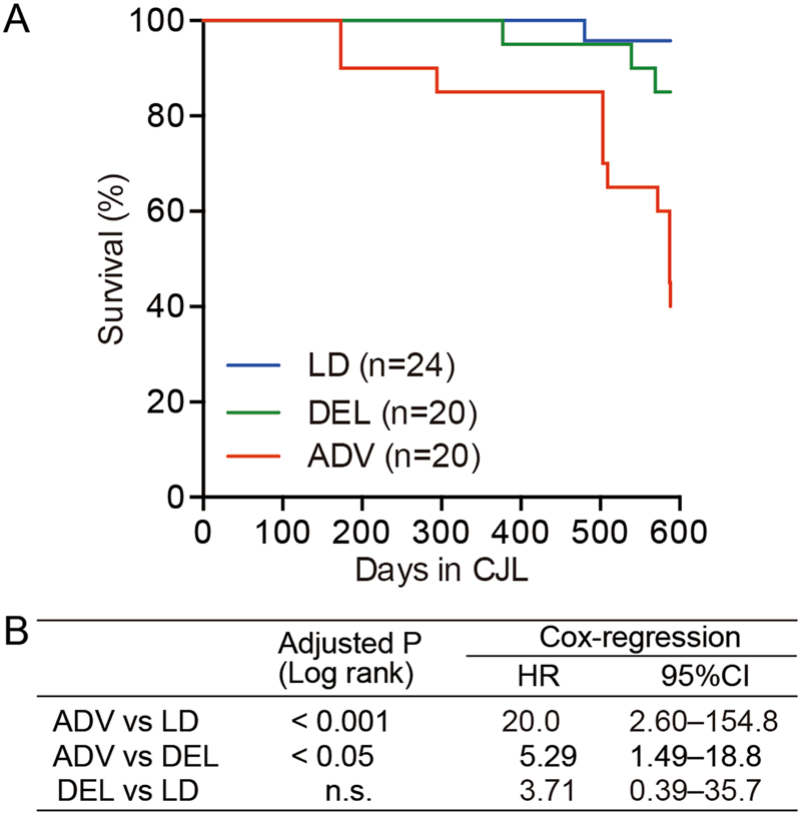
The long-term non-adjustive condition of light–dark cycles led to increased mortality. (**A**) Kaplan–Meier survival curves of mice kept under the three conditions. (**B**) The log-rank test was used to compare the Kaplan-Meier curves for the indicated conditions. The *P* values were adjusted by Bonferroni’s correction. The Cox proportional hazard regression model stratified by light conditions was used to obtain the hazard ratio (HR) and the associated 95% confidence interval (95% CI). n.s. = 0.6684.

### The ADV condition induced intra-SCN circadian desynchronization

To investigate the underlying basis for the severe consequences of ADV, we first examined the circadian oscillation in the central pacemaker SCN using *mPer2::Luciferase* knock-in mice (*Per2*^*Luc*^). We performed acute slice culture of the hypothalamus including the SCN obtained from *Per2*^*Luc*^ mice of long-term exposure to ADV and LD conditions, and analyzed the bioluminescence rhythms in both whole SCN and single-cell levels. Since it has been reported that the age of mice affects the synchronicity of intra-SCN neuronal rhythms^23,24^, we prepared similar aged mice to evaluate the SCN rhythm against the long-term circadian misalignment. For example, SCN of ADV-conditioned mice (110-, 90-, 65-week-old (wo)) were compared with SCN of LD mice (112-, 108-, 103-wo). Whole SCN-level bioluminescence imaging revealed severe impairment of the circadian oscillation in the SCN from all ADV-conditioned mice, whereas robust circadian bioluminescence oscillation persisted in the SCN of similar aged LD mice. (Fig. 2A–C). In contrast to the study involving single phase shift in rats^25^, we did not observe the desynchrony in the phase relationship between ventrolateral and dorsomedial regions of SCN in the ADV-conditioned mice (Fig. 2A), suggesting that the intra-SCN desynchronization here is due to the long-term shifting. Single-cell-level analysis revealed that each neuron exhibited apparent circadian oscillation—even in the ADV condition—but the phases of analyzed ADV cells were widely dispersed and the overall amplitudes were lower even in relatively younger (65-wo) mouse (Fig. 2D–G), suggesting that intra-SCN desynchronization in mice with long-term exposure to the non-adjustive ADV perturbation of light-dark condition. These findings showed that the long-term ADV-conditioned mice displayed circadian desynchronization within the SCN, strongly suggesting a causal relationship between circadian disruption and early mortality.

**Figure 2:**
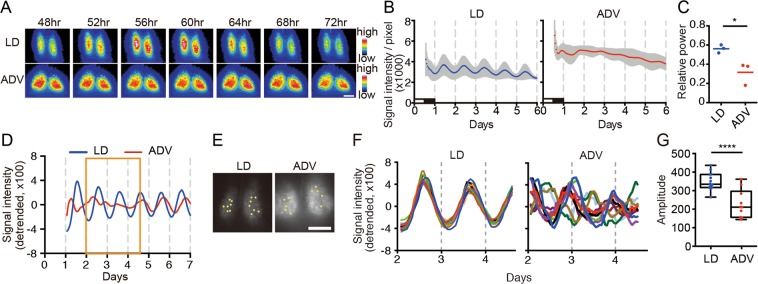
The long-term non-adjustive ADV-condition desynchronized SCN neurons. (**A**) Representative bioluminescence images of SCN slice culture from *Per2*^*Luc*^ mice under the indicated conditions for ~1 year. The animals were sampled at ZT12 on the second day after the shift. Hours indicate time after the last light onset. Scale = 200 µm. (**B**,**C**) Averaged bioluminescence traces from SCN slice cultures (mean ± SD, n = 3) and the FFT spectral analysis of the traces. Two-tailed Student’s *t*-test, *P < 0.05. Black and white bars show the animal’s previous LD conditions. (**D**) The detrended data of whole bioluminescence traces of the SCN slice culture from the indicated conditions. Orange boxes indicate the duration used for the single-cell level analysis. (**E**) ROIs for single-cell bioluminescence traces were represented in SCN images from each condition. LD, n = 14; ADV, n = 10. Scale = 250 µm. (**F**,**G**) The detrended traces at the single-cell level and the amplitude of the detrended traces. Two-tailed Student’s *t*-test, ****P < 0.0001.

### Comprehensive analysis of the long-term circadian misalignment-conditioned peripheral organs

The failure of tuning the peripheral clocks via the autonomic nervous system and/or endocrine system, as a result of SCN desynchronization, has been shown to initiate various systemic physiological dysfunctions^2,26,27^. The liver is a central peripheral organ whose functions are regulated by the circadian system^26^. We therefore performed non-biased evaluation using polyA-selected RNA sequencing (RNA-seq) on liver tissues obtained from 85-week ADV-conditioned and LD-conditioned mice (aged 97 weeks) without apparent weakness or injury. 

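Poly(A)-selected RNA from the liver of 4 LD-conditioned mice, named L63, L65, L86 and L104 here, and 4 ADV-conditioned mice, named A75, A91, A94 and A115, was sequenced as 1 stranded paired-end library per mouse. For each of the 32989 genes of the UCSC known canonical set (GRCm38/mm10), the authors deposited the fragments scaled to exon length and library size (FPKM), quantified with Homer after trimming, mapping with STAR and removal of reads with a low mapping quality. The median library held 24574526.75 fragments in the LD condition and 23161230.5 in the ADV condition. Between 22501279.5 and 24285055 fragments of the LD libraries and between 21092501 and 21721621 of the ADV libraries lay on genes, so that every ADV library was smaller than every LD library. In a gene with 1 kb of exon, 1 fragment amounted to between 0.0380 and 0.0440 FPKM. Mitochondrial genes took between 6.81% and 8.81% of the fragments in the LD livers and between 5.84% and 9.52% in the ADV livers. The mean Pearson correlation across genes of a liver with the others was 0.941 for A94 and between 0.977 and 0.982 for the other 7 livers. Log2 fold changes between the conditions were taken on the log2(FPKM + 0.1) scale and tested with limma over the 12835 genes with a mean above 0.5 in that unit before the division by exon length, with Benjamini-Hochberg adjustment. Single genes were also compared with a two-sided exact permutation test, for which 0.029 is the smallest p that 4 mice against 4 allow. The paper names a pair of sequencing providers and instruments, and its text does not say which library came from which, so that a sequencing batch could not be told apart from the conditions.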

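Of the 8 core clock genes Arntl, Clock, Cry1, Cry2, Nr1d1, Nr1d2, Per1 and Per2, 0 had an adjusted p under 0.05 by limma over all genes of the liver and 0 adjusted over the list alone, where the smallest value was 0.117. Per2, on chromosome 1 from 91415983 to 91459328, and Cry2 were the 2 genes with an unadjusted p under 0.05. The level of Per2 was 8.36 ± 1.80 FPKM (SD, n = 4 mice) in the LD-conditioned livers and 5.64 ± 1.10 FPKM (SD, n = 4) in the ADV-conditioned livers, a log2 fold change of −0.56 (standard error 0.19, adjusted p = 0.362 by limma, exact permutation test p = 0.057). Cry2 was lower in each of the 4 ADV mice than in every LD mouse, with a log2 fold change of −0.37 (adjusted p = 0.385 by limma, exact permutation test p = 0.029). The log2 fold changes of the others were −0.81 for Nr1d1, −0.46 for Cry1, −0.43 for Nr1d2, −0.27 for Per1, 0.31 for Clock and 0.43 for Arntl. Across the other pseudocounts and scalings, the log2 fold change of Per2 moved furthest with scaling by the median ratio, to −0.65. Without A115, the log2 fold changes were −0.05 for Arntl, 0.078 for Clock, 0.0052 for Nr1d2, −0.37 for Nr1d1 and −0.73 for Cry1. The levels of Arntl ranged from 0.700 to 3.95 FPKM among the LD mice and from 0.723 to 6.72 FPKM among the ADV mice. The mean absolute deviation from the group median on the log2 scale, compared gene by gene, was on average 2.80 times as large among the ADV mice as among the LD mice, and 6 of the 8 genes varied more among the ADV mice (exact permutation test over the 35 splits of the mice, two-sided p = 0.114). This ratio was 1.68 without A115 and 4.49 without L63.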

Expression levels of the core clock genes are divergent, but comparable between LD- and ADV-conditioned mice (Fig. S2).

To interrogate cellular mechanisms, we performed KEGG pathway enrichment analysis between ADV and LD groups. 

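In the liver, 1 gene had an adjusted p under 0.05 by limma. This gene, Col27a1, lies on chromosome 4 from 63215413 to 63334991 and encodes a fibrillar collagen chain. Its level was 3.01 ± 0.294 FPKM (SD, n = 4 mice) in the ADV condition against 8.99 ± 1.17 FPKM (SD, n = 4) in the LD condition, a log2 fold change of −1.54 (standard error 0.13, adjusted p = 0.0061 by limma, exact permutation test p = 0.029). The adjusted p of Col27a1 rose to 0.0624 without L65, to 0.0521 without L104 and to 0.0503 without A75, and without A91 there were 9 genes under 0.05. The count of genes moved most among the choices of processing when genes with low values were kept, to 6 genes. When both organs shared 1 fit, the adjusted p of Col27a1 was 0.458 and that of Prkca was 0.0092.
At an unadjusted p under 0.05 there were 1512 genes, 1110 of them higher and 402 lower in the ADV condition. This balance depended on the scaling, with 841 higher and 860 lower after scaling by the median ratio and 632 higher and 999 lower after quantile normalization. The median log2 fold change of all genes was 0.096 as deposited, 0.0095 after scaling by the median ratio and −0.03 after quantile normalization. The values of the 4 ADV mice lay apart from those of the 4 LD mice in 891 genes that were higher and 243 that were lower, 8.84% of the genes tested, where chance gives 2.86%. The smallest p among the genes that were higher belonged to Mustn1 (log2 fold change 1.53, standard error 0.20) and Prkca (1.21, standard error 0.16), both with an adjusted p of 0.135 by limma. After Col27a1, the genes with the smallest p among those that were lower were Gys2, Cyp46a1, Cpt1a and Car1, with log2 fold changes of −1.17, −1.24, −0.67 and −0.90 and an adjusted p of 0.21 each. Without A91, the adjusted p was 0.020 for Mustn1, 0.0222 for Car1 and 0.0275 for Cyp46a1.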

Our analysis revealed a wide spectrum of alteration in functional pathways in the 85-week ADV-conditioned liver when compared with those of the LD-conditioned livers. 

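The KEGG sets were not used here, and 14 lists of genes written for the pathways labelled in Fig. 3A were tested instead with camera of limma at its preset correlation between genes of 0.01. Of the 8 lists of immune pathways, 7 were higher in the ADV-conditioned livers with an adjusted p under 0.05, and the median log2 fold changes of the 8 lists lay between 0.36 and 0.70. The list of cell adhesion molecules changed most, with 46 of its 48 genes higher (camera adjusted p = 6.7e-05), while that of inflammatory bowel disease had 25 of 31 genes higher (camera adjusted p = 0.111). Camera compares a list with the other genes, and the median log2 fold change of all genes was 0.096 in this fit. Relative to the other genes, all 4 lists of metabolic pathways were lower with a camera adjusted p under 0.05. Fatty acid degradation had a median of −0.21 with 34 of 43 genes lower (adjusted p = 6.5e-10), and valine, leucine and isoleucine degradation a median of −0.18 with 37 of 45 genes lower (adjusted p = 1.9e-08). Peroxisome genes had a median of −0.057 (43 of 72 genes lower) and genes of oxidative phosphorylation a median of −0.0097 (43 of 81 lower). The latter list was thus below the other genes but hardly below its LD level. For protein processing in the endoplasmic reticulum the median was −0.0016 with 46 of 91 genes lower (adjusted p = 0.0027), and 77 of 78 ribosomal protein genes were higher, with a median of 0.20 (adjusted p = 1.8e-04). These medians kept their sign under scaling by the median ratio and quantile normalization, but under quantile normalization the adjusted p was 0.893 for oxidative phosphorylation, 0.278 for protein processing in the endoplasmic reticulum and 0.0159 for inflammatory bowel disease. The last was 0.0243 with scaling by the median ratio and 0.0222 without A115. Of the 14 lists, 0 had an adjusted p under 0.05 in either organ when camera estimated the correlation between genes or with the rotation test fry. At an unadjusted p under 0.05, the liver kept 1 list with the estimated correlation, fatty acid degradation (p = 0.0428), and 0 with fry, and the kidney kept 0 with either. With the statistic over genes that GAGE uses, the immune lists had adjusted p of at most 0.0097 in the liver and 0.0053 in the kidney. The metabolic lists had at most 0.0013 in the liver and 2.9e-04 in the kidney, except oxidative phosphorylation in the kidney (0.446). Ribosomal proteins had 0.217 and 0.639, and protein processing in the endoplasmic reticulum 1.3e-04 and 0.145.
The score of a list in a mouse, the mean log2(FPKM + 0.1) of its genes relative to the LD mean, lay between 1.35 and 1.93 for A94 over the 8 immune lists and between 0.0049 and 0.40 for the other ADV mice. By the exact permutation test of these scores, the immune lists had p between 0.057 and 0.171, and the metabolic lists p of 0.143 or more. Without A94, the medians of the immune lists lay between 0.11 and 0.29, and of the 7 lists past the threshold 5 stayed so, all but rheumatoid arthritis and cytokine-cytokine receptor interaction (camera adjusted p = 0.104 for the latter). Ribosomal proteins had a median of 0.057 without A94 (adjusted p = 0.203) and an adjusted p of 0.0652 without L104. The median of oxidative phosphorylation changed sign without L65 (0.019, adjusted p = 0.151), A75 (0.035, adjusted p = 0.105) or A115 (0.045, adjusted p = 0.536). That of protein processing in the endoplasmic reticulum changed sign without L65, L104, A75, A91 or A115, reaching 0.053 without A115 (adjusted p = 0.103) and 0.046 without L104 (adjusted p = 0.0881). The peroxisome median was −0.014 without A75. Among the genes of the metabolic lists, Acsl1 was at 166 ± 71.4 FPKM (SD, n = 4 mice) in the ADV condition and 302 ± 113 FPKM (SD, n = 4) in the LD condition (log2 fold change −0.91, standard error 0.35, adjusted p = 0.385 by limma). Its log2 fold change was −0.60 without A94 and −1.14 without A115. In Cxcl13, which belongs to the cytokine list, the 4 ADV livers lay between 2.33 and 5.87 FPKM and the 4 LD livers between 0.759 and 2.02 FPKM. Ccl8 changed most in that list, with a log2 fold change of 3.12 (standard error 1.57, adjusted p = 0.451 by limma). It was at 57.6 FPKM in A94, 1.60 in A75, 0.594 in A115, 0 in A91 and at most 0.161 FPKM in the LD livers.

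**Figure D1:**
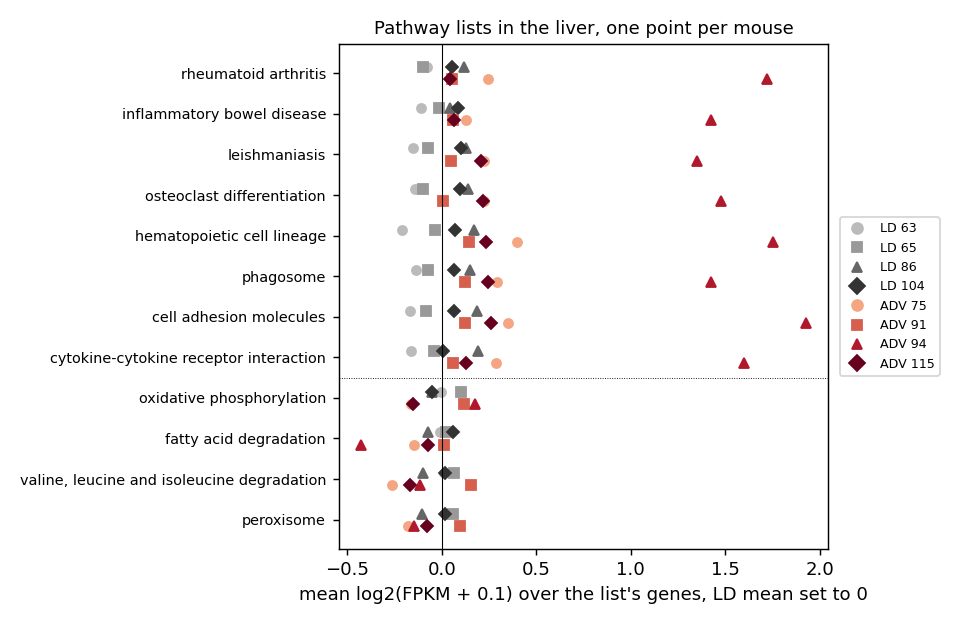
Score of 12 lists of genes in the liver of each mouse, as the mean log2(FPKM + 0.1) of the list relative to the LD mean, with 1 point per mouse and the LD and ADV conditions apart. On the 8 immune lists A94 lies between 1.35 and 1.93, and the other ADV mice lie at 0.40 or below.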

Interestingly, however, in the ADV condition, immune diseases and inflammation-related pathways, such as rheumatoid arthritis and inflammatory bowel disease associated pathways, were markedly activated, while metabolic pathways of lipids and amino acids were extensively repressed (Fig. 3A).

**Figure 3:**
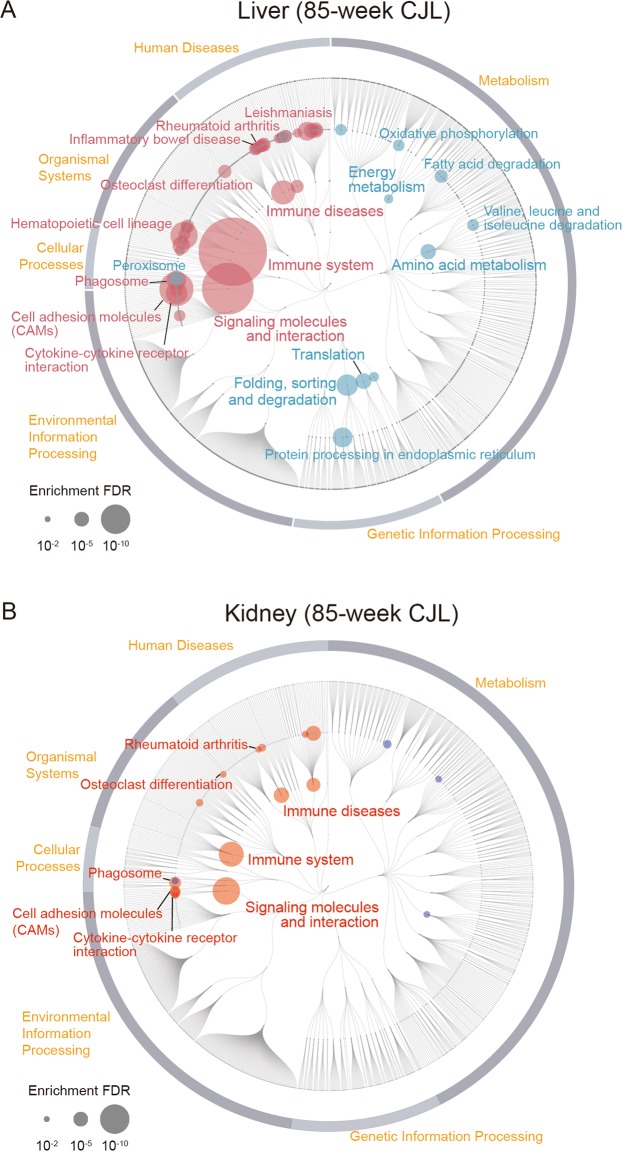
RNA-seq of gene expression in livers and kidneys from mice kept under LD- and non-adjustive ADV-conditions for 85 weeks. (**A**,**B**) Enrichment analysis based on KEGG functional hierarchy for gene expression in the ADV-conditioned liver (**A**) or kidney (**B**) relative to their expression in the LD-condition. Node size indicates the false-discovery rate (FDR) of the enrichment analysis. Red nodes indicate significantly upregulated pathways in the ADV condition, while blue ones indicate significantly downregulated pathways.

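The kidneys came from the same 4 LD and 4 ADV mice as the livers and were processed by the authors in the same way. The median kidney library held 17661352.25 fragments in the LD and 18576444.75 in the ADV condition, with 15688495 to 17851563 fragments on genes in the LD and 16142472.5 to 18043306 in the ADV kidneys. For a gene with 1 kb of exon, 1 fragment amounted to between 0.0508 and 0.0584 FPKM. The share of fragments on mitochondrial genes was between 15.7% and 18.0% in the LD kidneys, 10.7% in A75, 13.1% in A91, 9.43% in A94 and 33.8% in A115. The mean Pearson correlation across genes with the other kidneys was 0.858 for A115 and between 0.932 and 0.964 for the others. Over the 14452 genes above the same minimum, limma gave 0 genes with an adjusted p under 0.05 and 448 genes with an unadjusted p under 0.05, 253 of them higher and 195 lower in the ADV condition. In 2.80% of these genes the values of the ADV mice lay apart from those of the LD mice, a share that chance puts at 2.86%. Without A115, 2724 genes had an adjusted p under 0.05, 2336 of them higher, and the median log2 fold change of all genes moved from −0.02 to 0.20. Scaled by the median ratio, a choice made after seeing the data, the same 7 kidneys gave 2318 genes, 1203 of them higher, and the median of all genes was 0.015. With all 8 mice, the genes with the smallest p were Rnaset2a, with 13.7 ± 4.60 FPKM (SD, n = 4 mice) in the ADV and 3.21 ± 1.22 FPKM (SD, n = 4) in the LD condition (log2 fold change 2.08, standard error 0.34, adjusted p = 1.00 by limma), and Hsd17b11 (log2 fold change −0.84, standard error 0.18). When both organs shared 1 fit, the adjusted p of Rnaset2a was 0.0247. Reads that match both Rnaset2a and its paralog Rnaset2b may have been removed for their low mapping quality. The levels may then rest on a part of each gene. The log2 fold change of Rnaset2b was 1.45 (standard error 0.45).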

We also performed KEGG pathway enrichment analysis of kidney gene expression between the groups (Fig. 3B). Interestingly, as in the liver, pathways associated with immune system and immune diseases in the ADV-conditioned kidney—unlike those in LD-conditioned kidneys—were also activated. These results provide evidence for a systemic enhancement of inflammatory response in 85-week ADV-conditioned mice.

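In the kidney, camera gave an adjusted p under 0.05 for all 8 lists of immune pathways, higher in the ADV condition, with medians between 0.32 and 0.58 and adjusted p between 1.5e-07 and 0.0040. The lists of fatty acid degradation, of valine, leucine and isoleucine degradation and of peroxisome genes were lower, with medians of −0.32, −0.27 and −0.27. Oxidative phosphorylation and protein processing in the endoplasmic reticulum had adjusted p of 0.927 and 0.130, and ribosomal proteins were higher with a median of 0.032 (adjusted p = 0.0331). By the exact permutation test of the scores per mouse, the immune lists had p between 0.257 and 0.486, and the metabolic lists p of 0.20 or more. The scores of A94 were between 1.16 and 1.72 on the immune lists, those of A75 between 0.53 and 0.92, and those of L86, an LD mouse, between 0.41 and 0.73. Without A94, the medians of the immune lists lay between −0.0067, for cytokine-cytokine receptor interaction, and 0.12, and that of inflammatory bowel disease had an adjusted p of 0.156. The median of ribosomal proteins was −0.13 without A94, −0.12 without A75 and −0.0041 without L63, and its adjusted p rose to 0.0676 without L65 and 0.0513 without L104, while it stayed under 0.05 without L86 or A91. The adjusted p of ribosomal proteins was 0.0709 and 0.0971 with pseudocounts of 0.5 and 1, 0.172 with no filter on low values and 0.184 with quantile normalization. Without A115 and with the scaling as deposited, the medians of the immune lists rose to between 0.40 and 0.86 while 0 of these lists kept an adjusted p under 0.05. Camera compares a list with the other genes, and the median of all genes was 0.20 in that fit. In that fit without A115, 3 of the 14 lists had an adjusted p under 0.05, oxidative phosphorylation and ribosomal proteins, higher with medians of 0.37 and 0.40 (adjusted p = 1.9e-04 each), and fatty acid degradation, lower with a median of −0.065. Valine, leucine and isoleucine degradation and peroxisome genes had medians of −0.011 and 0.037 without A115, with adjusted p of 0.0722 and 0.0938. With scaling by the median ratio and without A115, which was chosen after seeing the data, 6 of the 8 immune lists kept an adjusted p under 0.05, all but leishmaniasis (adjusted p = 0.0932) and inflammatory bowel disease (0.0987). Protein processing in the endoplasmic reticulum had an adjusted p of 0.0173 without L63, 0.0455 without L65 and 0.0339 with no filter on low values. Of the genes in these lists, Selplg and Itgam had log2 fold changes of 1.09 each, and Cd22 had 1.92, which fell to 0.77 without A94. That of Selplg fell to 0.53 without A94 and rose to 1.70 without A115. That of Itgam lay between 0.79 without L104 and 1.55 without L86. With the Reactome sets in place of the lists written here, 6 of 14 sets were past the threshold in the direction of Fig. 3.

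**Figure D2:**
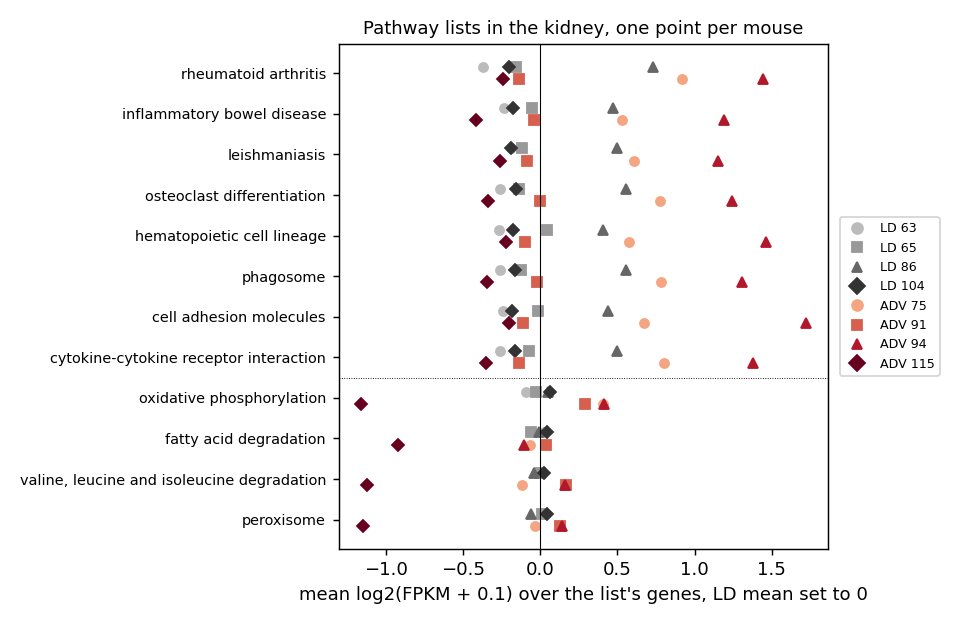
Score of 12 lists of genes in the kidney of each mouse, as the mean log2(FPKM + 0.1) of the list relative to the LD mean, with 1 point per mouse and the LD and ADV conditions apart. On the immune lists A94 and A75 lie highest among the ADV mice and L86 highest among the LD mice.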

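Across the 12319 genes tested in both organs, the log2 fold changes in liver and kidney had a Pearson correlation of 0.497 and a Spearman correlation of 0.408. Genes are not independent replicates, and over the 35 splits of the same 8 mice the Pearson correlation ranged from 0.0456 to 0.527 with a median of 0.223. Without A94 the correlation across genes was 0.272. The immune score of a mouse, the mean z-score of the genes in the immune lists, was 1.61 in the liver and 1.08 in the kidney of A94. For A75 these scores were 0.0059 and 0.502, for A91 −0.309 and −0.337, and for A115 −0.0114 and −0.470. Over the 8 mice the liver and kidney scores had Pearson's r of 0.83 (permutation test p = 0.0147) and Spearman's rho of 0.476 (permutation test p = 0.243). Each was the largest p of its kind among the 10 relations computed. The adjustment leaves the largest p unchanged, so that it tests nothing here. Without the 2 mice farthest from the median liver score r was 0.507, and without A94 it was 0.582 (permutation test p = 0.173), so that the relation rests on those mice. Neither condition holds enough mice for a value of its own. The difference in the ADV effect between the organs, tested in limma over all 16 libraries, had an adjusted p under 0.05 for 0 genes and an unadjusted p under 0.05 for 426 genes, and without A115 the former count was 458. From the higher immune pathways in both organs, the paper proposes that the inflammatory response was enhanced systemically in the ADV-conditioned mice.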

We further investigated the alteration of gene regulatory networks in the liver induced by the ADV condition with transcription factor (TF) enrichment analysis (Fig. 4). Gene expression modules regulated under core circadian transcriptional factors—including BMAL1, CLOCK, PER1, PER2, CRY1, CRY2, and NR1D1—were significantly suppressed in the ADV-conditioned liver compared with those in the LD condition, despite the similar expression levels of these core clock genes between LD and ADV mice (Fig. S2). Therefore, these results suggest the gene regulatory networks controlled by the circadian feedback loops are suppressed in the ADV-conditioned liver.

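The target sets of the paper's transcription factor analysis were not used here, and a list of published direct targets of BMAL1 and CLOCK, some of them core clock genes themselves, was tested in the liver instead. Of its 36 genes, 26 were lower and 10 higher in the ADV condition, with a median log2 fold change of −0.35 (camera p = 9.4e-10, fry p = 0.0493, and p = 0.0170 with the estimated correlation). Among the choices of processing, the scaling moved this median most, to −0.44 with quantile normalization, and without the core clock genes it was −0.30. The score of the list in a mouse was −0.56 for A75, −0.49 for A115, −0.049 for A91 and −0.031 for A94, against −0.022 to 0.029 in the LD mice (exact permutation test p = 0.029). Without A115 the median was −0.22, and without A75 it was −0.23. Gys2 was lower in each ADV mouse, with 48.6 ± 8.56 FPKM (SD, n = 4 mice) against 111 ± 27.9 FPKM (SD, n = 4) in the LD mice. Por was lower as well, with a log2 fold change of −0.95 (standard error 0.17, adjusted p = 0.21 by limma), and its adjusted p was 0.0419 without A91. Dbp was at 2.40 and 1.33 FPKM in A75 and A115, at 37.8 and 33.7 FPKM in A91 and A94, and between 8.25 and 28.6 FPKM in the LD mice. Its log2 fold change was −0.99 with a standard error of 1.04, and −0.15 without A115. Arntl was at 5.91 FPKM in A75 and 1.06 FPKM in A91. From the lower modules beside similar levels of the clock genes, the paper proposes that networks under the circadian feedback loops were suppressed.

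**Figure D3:**
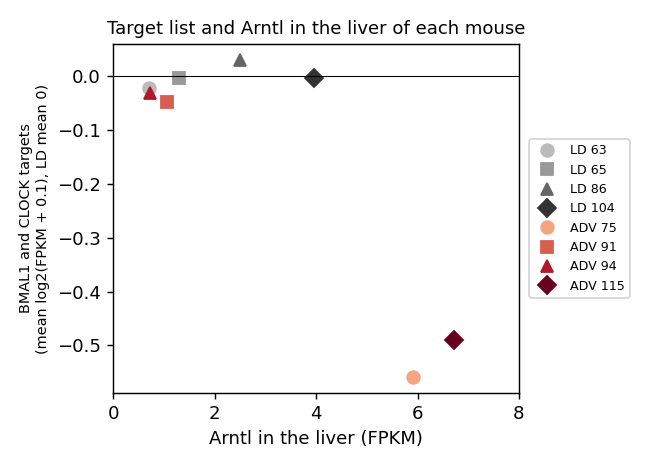
Score of the list of BMAL1 and CLOCK targets against the level of Arntl (FPKM) in the liver of each mouse, with 1 point per mouse. A75 and A115 lie lowest in score and highest in Arntl.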

**Figure 4:**
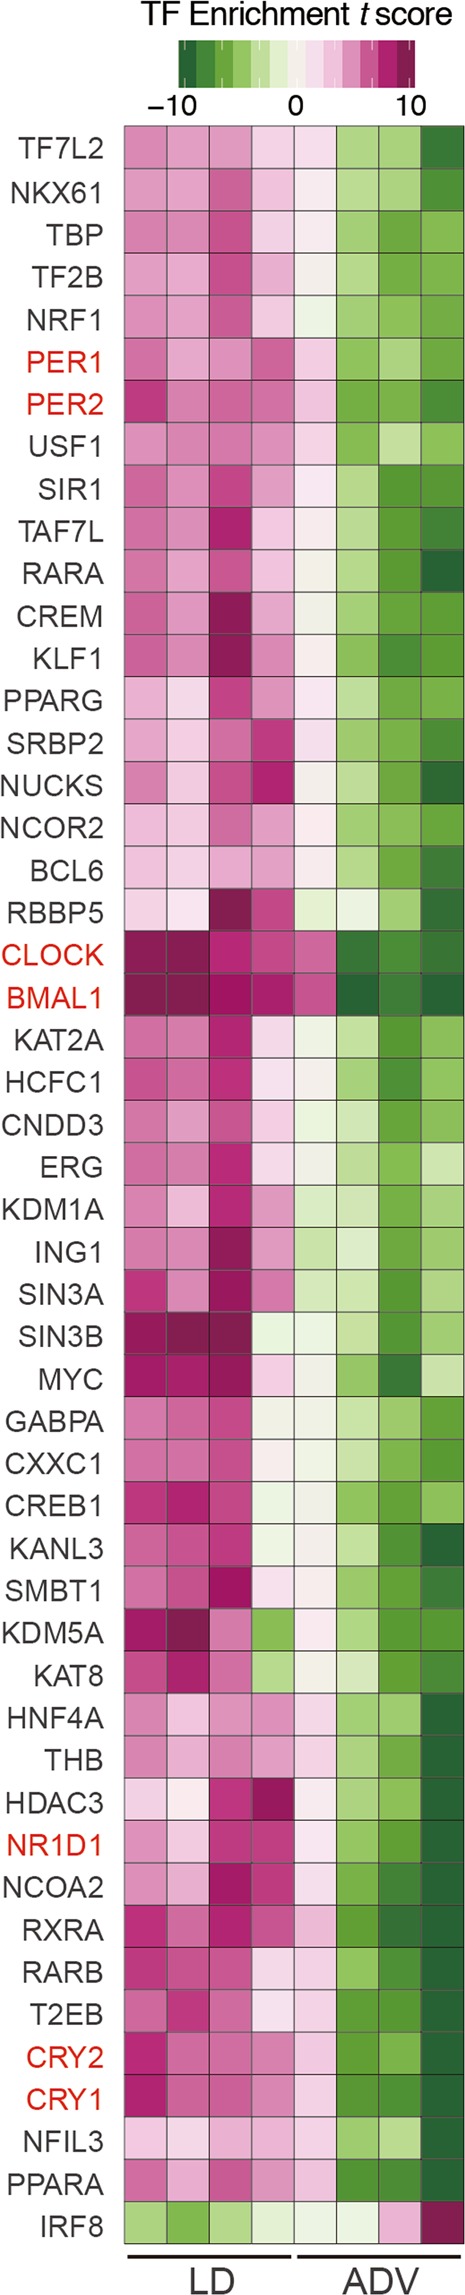
TF enrichment analysis of long-term non-adjustive ADV-conditioned livers for 85 weeks. Gene sets enrichment analysis for evaluating effects of TFs on their binding target genes. We used normalized expression values of genes to calculate the relative effects of TFs in each sample. Estimated effects of TFs are presented in heatmaps as enrichment *t*-score.

We next examined the histology of these liver tissues (Fig. 5). Consistent with gene expression analysis above, clusters of infiltrating inflammatory cells were enhanced in the ADV mice, indicating low-grade chronic inflammation (Fig. 5A,B). Furthermore, a significant reduction in the number of liver parenchymal cells surrounding the central veins in the ADV-conditioned mice when compared with those of the LD-conditioned mice suggested that the degeneration of liver parenchymal cells was enhanced by long-term ADV exposure (Fig. 5C,D). In ADV-conditioned mice, fat deposition in the liver was also increased, implying hepatic steatosis (Fig. 5E). These results show that low-grade chronic inflammation in liver parenchymal cells is caused by exposure to the long-term non-adjustive CJL condition, supporting the results from comprehensive gene regulatory network analysis.

**Figure 5:**
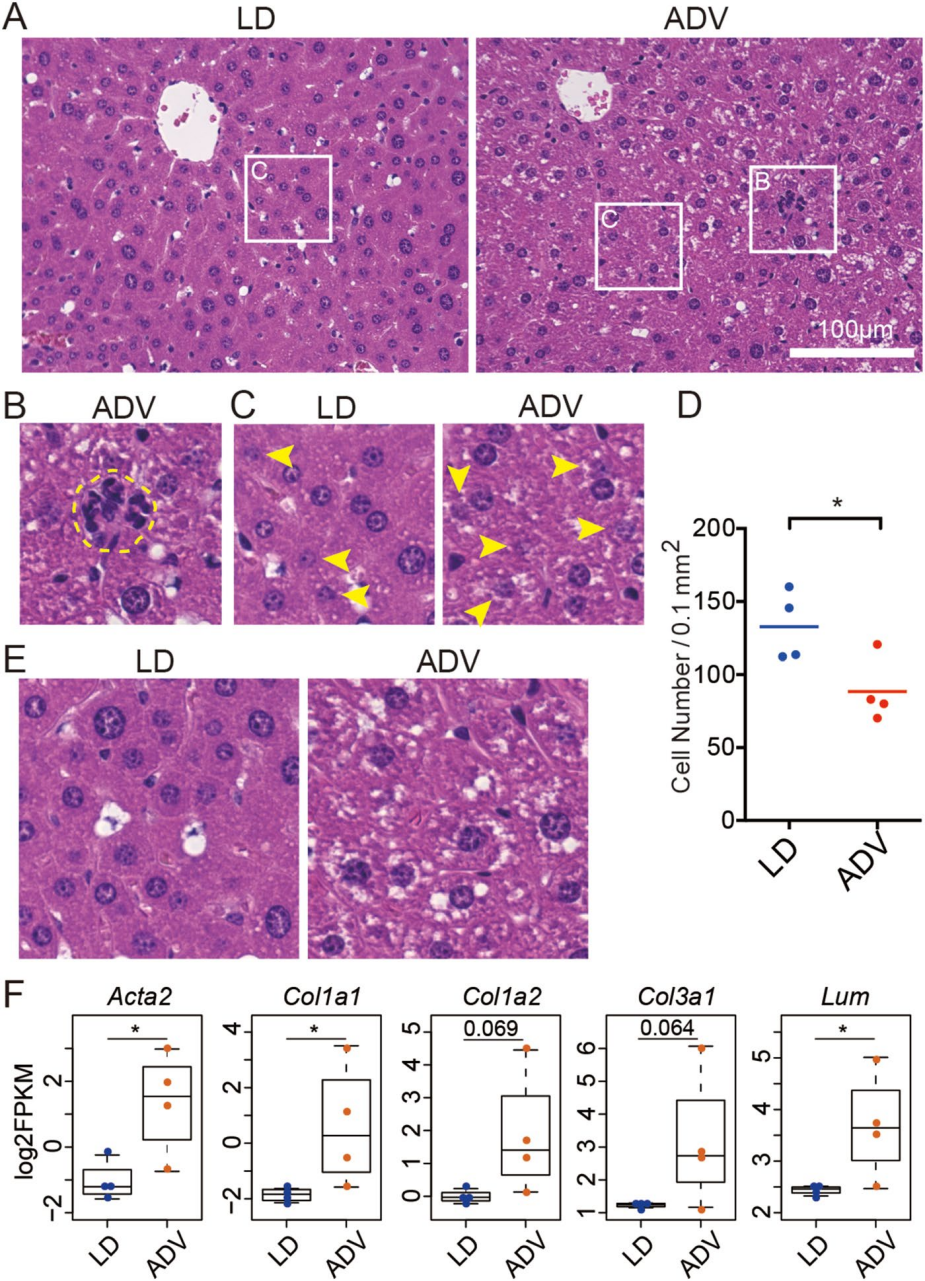
Histological analysis of livers from mice kept under long-term ADV conditions for 85 weeks. (**A**) H&E staining of the livers from long-term ADV-conditioned mice. Each squared portion is magnified in (**B**,**C**). (**B**) Representative images of hematopoietic cell infiltration in livers of mice kept under long-term non-adjustive ADV condition. (**C**) Arrow heads indicate the degeneration of liver parenchymal cells which contain fragmented nuclear materials. (**D**) Quantification of the number of normal cells per unit area under each condition (n = 4). One dot indicates the average of four different visual fields in each mouse liver. Two-tailed Student’s *t*-test, *P < 0.05. (**E**) Fat deposition was accelerated in the long-term non-adjustive ADV-conditioned liver. (**F**) Beeswarm box plots of gene expression levels related to the fibrosis-associated genes. Asterisks indicate DESeq2 significance (FDR <0.05).

At the molecular level, the expression of fibrosis-associated genes—alpha-actin-2 (*Acta2*), also known as alpha-smooth muscle actin (α-SMA), collagens (*Col1a1*, *Col1a2*, and *Col3a1*) and lumican (*Lum)* was upregulated in the ADV-conditioned livers, as detected by the comprehensive gene expression analysis using RNA-seq (Fig. 5F). 

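In the livers, 0 of the 5 genes had an adjusted p under 0.05 by limma over all genes, 5 had an unadjusted p under 0.05, and 5 of the 5 were under 0.05 adjusted over the list alone. The study shows these genes for the same livers, so that the latter count is not independent evidence. The level of Acta2 was 3.63 ± 3.12 FPKM (SD, n = 4 mice) in the ADV condition and 0.512 ± 0.228 FPKM (SD, n = 4) in the LD condition, a log2 fold change of 2.19 (standard error 0.63, adjusted p = 0.310 by limma over all genes and 0.0339 over the list, exact permutation test p = 0.057). Col1a1 was higher in each of the 4 ADV mice than in every LD mouse, with 3.62 ± 5.22 against 0.279 ± 0.0453 FPKM (log2 fold change 2.19, standard error 0.84, adjusted p = 0.385 by limma, exact permutation test p = 0.029). For Col1a2, Col3a1 and Lum the log2 fold changes were 1.78, 1.91 and 1.24, with adjusted p of 0.400, 0.415 and 0.362 by limma. Lum was at 15.7 ± 11.5 FPKM (SD, n = 4) in the ADV and 5.43 ± 0.302 FPKM (SD, n = 4) in the LD condition. The SD among the ADV mice was far larger than among the LD mice, since Col3a1 was at 67 FPKM in A94, 6.85 FPKM in A115, 6.48 FPKM in A75 and 2.24 FPKM in A91, the last within the LD range of 2.23 to 2.45 FPKM. Without A94, the log2 fold changes were 1.28 for Col1a1, 0.93 for Col1a2, 0.95 for Col3a1 and 0.80 for Lum. Acta2 was highest in A75, with 7.89 FPKM, and its log2 fold change without that mouse was 1.67.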

Consistent with the histological analysis, these results suggest that long-term non-adjustive CJL-conditioning promotes low-grade chronic inflammation with fibrosis similar to chronic steatohepatitis.

### Long-term Circadian Misalignment conditioning accelerates immune senescence

In addition to the activated pathways associating with immune system and diseases, our recent pilot study has also indicated that ADV mice with early death often exhibited severe inflammation at their humane endpoints^22^. These findings raised the possibility that the pathophysiology of chronic circadian misalignment induced by the long-term ADV condition may be associated with immune dysfunction. To determine whether the chronic inflammation we observed correlates with immune senescence^28^, we next analyzed senescence-associated (SA) immune cell subsets in the spleen and mesenteric lymph nodes (mLNs) from middle-aged mice (aged 77 weeks) exposed to CJL conditions for 65 weeks. As mice age, frequencies of PD-1^+^CD44^high^ CD4 T cells (SA-T cells)^29^, CD153^+^ SA-T cells^30^, follicular helper T cells (Tfh cells)^30^, and regulatory T cells (Treg cells)^31^ increase. Although lymphocyte development was unchanged (Fig. S3), SA-T, CD153^+^ SA-T, Tfh, and Treg cells increased in the spleen (Fig. 6A,B), and SA-T and Tfh cells increased in mLNs in ADV-conditioned mice (Fig. 6C,D), compared with those of LD-conditioned mice. Next, we cultured mLN cells to differentiate into type 1 helper T (Th1), Th2, and Th17 cells. Differentiation of IL-17A^+^ Th17 cells in ADV-conditioned mice was elevated, and that of IFNγ^+^ Th1 cells tended towards elevation (but this trend was not significant), whereas that of IL-4^+^ Th2 cells was unchanged (Fig. 6E). These results indicate that chronic circadian misalignment accelerates T cell senescence and enrichment of Th1 and Th17 cells.

**Figure 6:**
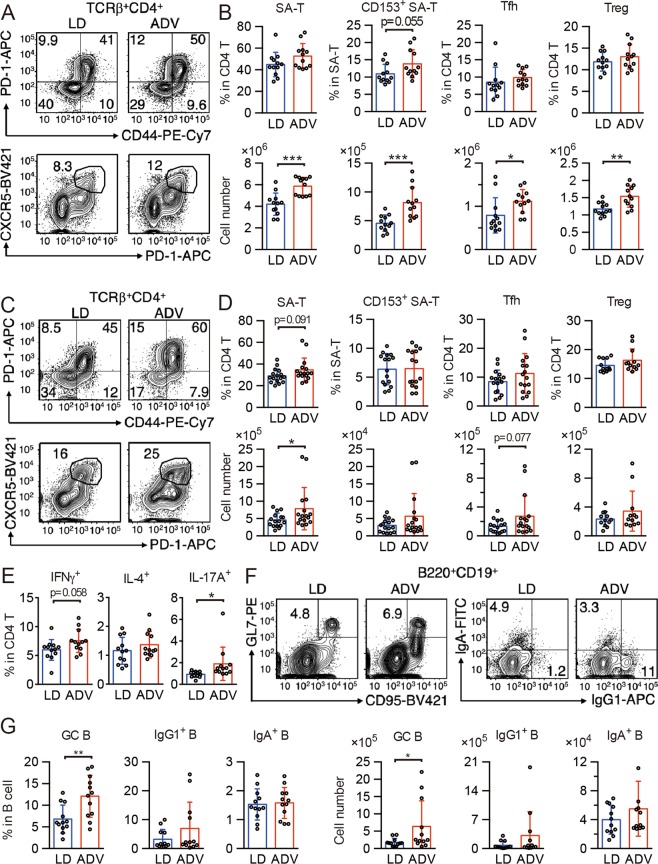
The long-term non-adjustive ADV condition accelerates generation of senescence-associated (SA) T cells and germinal center B cells. (**A**,**B**) Flow cytometry of senescence-associated T (SA-T) and follicular helper T (Tfh) cells in CD4^+^TCRβ^+^-gated spleen cells (**A**), and percentages and cell numbers of SA-T (CD4^+^TCRβ^+^CD44^+^PD-1^+^), CD153^+^ SA-T, Tfh (CD4^+^TCRβ^+^CXCR5^+^PD-1^+^), and regulatory T (Treg, CD4^+^TCRβ^+^CD25^+^) cells (B, n = 12) in spleens of LD- and ADV-conditioned mice. (**C**,**D**) Flow cytometry of SA-T and Tfh cells in CD4^+^TCRβ^+^-gated mLN cells (**C**) and percentages and cell numbers of SA-T, CD153^+^ SA-T, Tfh, and Treg (D, n = 12–16) in mLNs of LD- and ADV-conditioned mice. (**E**) Whole mLN cells from LD- and ADV-conditioned mice were stimulated with PMA and ionomycin for 3 hours. Percentages of IFN-γ–, IL-4–, and IL-17A–producing helper T cells in CD4 T cells were shown (n = 12). (**F**) Flow cytometry of germinal center B cell (GC-B) and IgG1^+^ and IgA^+^ class-switched B cells in mLNs of LD- and ADV-conditioned mice. (**G**) Cell numbers of GC-B (CD19^+^B220^+^CD95^+^GL7^+^), IgG1 B cells (CD19^+^B220^+^IgG1^+^), and IgA B cells (CD19^+^B220^+^IgA^+^) in mLN from LD- and ADV-conditioned mice (n = 12). Data are means ± SD. Two-tailed Student’s *t*-test, *P < 0.05, **P < 0.01, ***P < 0.001.

SA-T and Tfh cells in aged mice stimulate B cells and induce germinal center (GC) formation and class switch^30,32^; we therefore examined GC B and class-switched B cells. In ADV-conditioned mice, the frequency and number of CD95^+^GL7^+^ GC B cells increased, and those of class-switched IgG1^+^ B cells showed a trend to increase (p = 0.19 or 0.18) when compared with those of LD-conditioned mice (Fig. 6F,G). These results provide evidence for the activation of Tfh cells and the acceleration of GC formation and class switch as a result of chronic circadian misalignment. SA-T cells produce high amounts of osteopontin, causing inflammation and autoantibody production^29,30,32^, and Th1 and Th17 cells exacerbate autoimmunity^33^. Our results suggest that by enhancing generation of Th1 and Th17 cells, long-term exposure to non-adjustive CJL condition aggravates inflammation and autoimmunity. Consistently, KEGG pathway enrichment analysis in the livers and kidneys of 85-week ADV-conditioned mice indicated the activation of gene regulatory pathways associated with autoimmune diseases such as rheumatoid arthritis (Fig. 3).

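The list of rheumatoid arthritis genes had a median log2 fold change of 0.51 in both organs. In the liver 28 of 30 genes were higher in the ADV condition (camera adjusted p = 0.0164), and in the kidney 27 of 32 were (camera adjusted p = 1.2e-04). The exact permutation test of the score per mouse gave p = 0.171 in the liver and p = 0.257 in the kidney. A94 had the highest scores, 1.72 in the liver and 1.44 in the kidney, and the other ADV mice lay between 0.043 and 0.25 in the liver and between −0.24 and 0.92 in the kidney. Without A94 the median was 0.13 in the liver (camera adjusted p = 0.127) and 0.035 in the kidney, and without L65 the camera adjusted p in the liver was 0.0501. The kidney list had a camera adjusted p of 0.193 without A115, which was under 0.05 when the other mice were also scaled by the median ratio, a setting chosen after seeing the data. H2-Aa rose most in the liver, with 282 FPKM in A94, 46.3 in A75, 39.9 in A91 and 20.4 in A115 against 23.2 ± 0.852 FPKM (SD, n = 4) in the LD mice (log2 fold change 1.30, standard error 0.65, adjusted p = 0.451 by limma). Without A94 this log2 fold change was 0.53. Ccl20 rose most in the kidney, with 27.2 FPKM in A115, 7.80 in A75 and at most 1.61 FPKM in the other kidneys. Its log2 fold change of 1.66 fell to 0.33 without A115.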

Since circadian rhythms regulate innate immunity^34^ and circadian disruption increases production of pro-inflammatory cytokines in myeloid cells after LPS stimulation^35^, we next analyzed myeloid cell subsets. Long-term non-adjustive ADV-conditioned mice showed increases in monocytes in the peripheral blood and of plasmacytoid dendritic cells (pDCs) and conventional dendritic cells (cDCs) in the spleen, while other myeloid subsets remained unchanged (Fig. S4A–C). In addition, the expression of inflammatory cytokines in cDCs and marginal zone (MZ) macrophages of the spleen remained unchanged (Fig. S4D), suggesting that the overall cytokine expression is increased in the spleen. These results demonstrate that long-term circadian misalignment causes a mild increase in myeloid cells in the spleen and blood. In conjunction with immune senescence, such as an increase in monocytes^36^, in the innate immunity^37^, our results of age-associated decline in adaptive immunity strongly support the acceleration of immune senescence and the induction of chronic inflammation by long-term circadian misalignment.

## Discussion

In this reverse-translational study to understand the pathophysiological mechanisms for adverse consequences of chronic circadian impairment, we examined the effects of long-term (up to 85 weeks from 12 weeks of age) CJL using adult wild-type mice subjected to non-adjustive (ADV) and adjustive (DEL) conditions. The mouse age span in this study may be analogous to adolescence until retirement in humans^38^.

Importantly, our study revealed that the lifespan of mice exposed to ADV conditioning was significantly shorter than that of mice exposed to control LD or DEL conditions (Fig. 1). In ADV-conditioned mice, in accordance with recent reports, we observed severe desynchronization of circadian oscillation within the SCN^20,21^, whereas we detected no apparent desynchronization of SCN neuronal rhythms in the SCN slices of LD-conditioned mice of similar age (103~112-week-old) (Fig. 2). These observations suggest that intra-SCN desynchronization may contribute to the initiation of circadian misalignment-associated pathophysiological mechanisms. Recently, light-dark cycle entrains peripheral tissues including liver without functional SCN clock^39,40^, therefore other pathways than SCN-dependent axis may also contribute to the deleterious consequences associated with the long-term perturbation of light-dark cycle. In any case, RNA-seq data of liver and kidney tissues obtained from 85-week ADV-conditioned mice indicated that the immune function and inflammation-related pathways were markedly activated (Fig. 3). Moreover, transcriptional factor (TF) enrichment analysis using the RNA-seq data revealed that the gene modules regulated by core clock components such as CLOCK, BMAL1, PER1, PER2, CRY1 and CRY2 were widely suppressed in ADV-conditioned liver (Fig. 4). These findings strongly suggest that the environmental perturbation by non-adjustive shifted condition of light-dark cycle resulted in the “reprogramming” of the circadian gene regulatory networks in the peripheral tissues. Moreover, some immune system-related transcriptional factors were revealed in the TF enrichment analysis (Fig. 4). 

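The level of Nfil3, on chromosome 13 from 52967210 to 52981039, was 11.3 ± 4.99 FPKM (SD, n = 4 mice) in the ADV-conditioned livers and 16.1 ± 7.91 FPKM (SD, n = 4) in the LD-conditioned livers. Its log2 fold change of −0.49 was within the spread of the mice (standard error 0.39, adjusted p = 0.578 by limma, exact permutation test p = 0.343). L86 had the highest level, 26.6 FPKM, and without it the log2 fold change was −0.21, while it was −0.31 without A94 and −0.71 without A75. With array weights, chosen after seeing the data, it was −0.045.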

Decreased expression of *Nfil3* may be related to the enrichment of Th17 in the intestine and the spleen^41^, consistent with the negative-regulation of NFIL3 activity in the ADV-conditioned mice compared with the LD-conditioned mice (Fig. 4). Furthermore, IRF8 activity appeared to be positively regulated in ADV-conditioned mice (Fig. 4). It has been reported that the increase in IRF8 promotes the increases in the myeloid cells including monocyte, DC, and pDC^42^. This is consistent with the elevated abundance of monocytes, pDCs, and cDCs in the peripheral blood or spleen of the ADV mice (Fig. S4A,C). These results demonstrate that immune network is markedly affected by the long-term non-adjustive CJL.

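The transcript level of Irf8 was 9.87 FPKM in the liver of A94 and between 1.5 and 1.95 FPKM in the other 7 livers. Its log2 fold change in the liver was 0.69 (standard error 0.50, adjusted p = 0.554 by limma, exact permutation test p = 0.229), and 0.091 without A94. In the kidney it was at 18.2 FPKM in A94 and 7.70 FPKM in A75, with a log2 fold change of 0.47 that became −0.095 without A94 and 1.12 without A115.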

Recently, it has reported that age-related pathologies are associated with circadian clock^43,44^. Our results in this study suggest that the disruption of circadian rhythm itself play a critical role for acceleration of ageing processes in mice. A non-biased evaluation using comprehensive RNA-seq analysis to survey the physiological functions impaired by the circadian misalignment in the mouse liver revealed the activation of pathways associated with the immune system, in addition to suppression of metabolic pathways, as apparent pathophysiological consequences of exposure to ADV conditions for 85 weeks. Furthermore, we also observed the activation of immune system and immune disease-related pathways in 85-week ADV-conditioned kidneys (Fig. 3). Intriguingly, the subset analysis of immune cells in these ADV conditioned mice has shown the significant increases in SA-T, Tfh, Treg cells, and GC B cells (Fig. 6), which suggests that the acceleration of immune senescence and ageing-related changes in immune cell functions may play a critical role for establishing the pathophysiological consequence such as hepatic steatohepatitis.

Recent reports have indicated that immune system is broadly altered by the circadian dysregulation^45,46^. For example, circadian rhythms are closely linked with the sympathetic activity rhythm, and its dysregulation modulates immune functions^47–50^. In addition, endocrine dysregulation, often induced by jet-lag^2,26,27^, has been shown to be associated with immune senescence^51^. Moreover, since jet-lag induces dysbiosis in both mice and humans^52^, modification of gut microbiota may also contribute to the acceleration of immune senescence^53^. Together with these findings, our results suggest that the disruption of immune homeostasis induced by chronic circadian misalignment is a key mechanism underlying the systemic pathophysiological changes.

In addition to the enhancement of liver steatosis, we observed low-grade chronic inflammation with elevated fibrosis markers in the livers of ADV mice (Fig. 5). Recently, Kettner *et al*. reported that long-term CJL induced hepatocellular carcinogenesis in mice^48^. Although we failed to detect any macroscopically apparent hepatic tumors in our study, we observed common pathophysiological features — including chronic steatohepatitis — after long-term circadian misalignment. Since both immune senescence and low-grade chronic inflammation with elevated fibrosis markers are characteristic features of ageing^54^, these findings suggest that long-term circadian misalignment accelerates ageing via an accelerated immune senescence, ultimately aggravating chronic inflammation in mice (Fig. S5).

Chronic inflammation with immune senescence significantly increases risks of various chronic diseases such as metabolic syndrome, cardiovascular disease, inflammatory diseases, and cancers^55^. Our mouse model system of exposure to long-term non-adjustive shifted light conditions may mirror the pathophysiology of chronic circadian rhythm disruption in humans. In particular, our findings suggest that immune senescence and chronic low-grade inflammation are accelerated by long-term circadian perturbation via non-adjustive light-dark shift, leading to premature death. Therefore, immune homeostasis may be a crucial target for intervention against clock-associated diseases.

## Methods

### Animals and experimental conditions

Male C57BL/6J mice (10 weeks old) were purchased from SLC (Hamamatsu, Japan). The *Per2*^*Luc*^ knock-in mice were originally developed by Dr. Joseph Takahashi’s group^14^ and maintained in our facility. Mice were housed in plastic cages in light-shield mouse housing boxes (1800 × 360 × 520 mm) at a room temperature of 25.3 ± 0.3 °C with 55% humidity. The mice were acclimatized to the environment in the Animal Experimentation Center of the Kyoto Prefectural University of Medicine for 2 weeks. Mice were housed in groups (4–5 mice per cage) and light intensity was set at 200 lx within the cages. The mice were allowed ad libitum access to food and water, and were regularly subjected to observations to identify apparent abnormalities during captivity.

Chronic jet lag (CJL) conditions were designed based on our previous pilot study^22^. Mice acclimatized to the environment were divided into three groups of light-schedule conditions: LD-condition (light–dark condition with an 8:00–20:00 light period, n = 24); DEL-condition (8-h phase delay once every 7 days, n = 20); and ADV-condition (8-h phase advance once every 4 days, n = 20). Body weight of each mouse was measured once every two weeks during these CJL experimental periods.

For tissue sampling, blood was collected by cardiac puncture under deep terminal anesthesia by isoflurane and added to an equal volume of 0.5 mM EDTA/PBS. Then mice were decapitated and the livers or kidneys were collected and snap-frozen in liquid nitrogen for RNA-seq analysis or fixed in 10% neutral buffered formalin for histological analysis immediately. Mesenteric lymph nodes (mLNs), bone marrow from femora, spleens, and peripheral bloods were collected and used for flow cytometry analysis.

All experiments were approved by the Experimental Animals Committee, Kyoto Prefectural University of Medicine, and were performed in accordance with the institutional guidelines and Guidelines for Proper Conduct of Animal Experiments by the Science Council of Japan.

### Behavioral analysis

The behavioral analysis of the mice exposed to the CJL conditions was performed as our previous report^22^. Each mouse was housed separately in a cage (170 × 350 × 145 mm) with a 120-mm diameter running wheel (SANKO, Osaka, Japan). The wheel-running frequency was measured by counting the number of signals from a magnet sensor (59070–010, Littelfuse Inc., Chicago, IL, USA). ClockLab software (Actimetrics, Wilmette, IL, USA) was used to analyze and display the behavioral activity in wheel revolutions per 5-minute bin.

### SCN slice culture and bioluminescence recording

The SCN slice culture was carried out as previously reported^56^. Briefly, the 200-µm thickness of the SCN from male and female *Per2*^*Luc*^ knock-in mice was cultured in a recording medium [DMEM supplemented with 15 mM HEPES, 1.2 g/L NaHCO_3_, 20 mg/L kanamycin, 5 µg/mL insulin, 100 µg/mL human transferrin, 100 µM putrescine, 20 nM progesterone, and 30 nM sodium selenite (Sigma)] on a culture membrane (Millicell-CM; Millipore). The bioluminescence images were acquired every hour with a 59-min exposure duration by using an integrated incubator-microscope system (LV100 and LV200; Olympus). The analysis was performed using AquaCosmos 2.6.3.6 software (Hamamatsu Photonics) and ImageJ 1.47 v software.

### Histological analysis

The livers fixed in 10% neutral buffered formalin were embedded in paraffin and subjected to thin-slice section preparation, followed by haematoxylin and eosin (H&E) staining (New Histo. Science Laboratory Co., Tokyo, Japan). The number of cells in 0.1 mm^2^ was counted with a BZ-X710 microscope (KEYENCE).

### RNA-seq

Mouse livers and kidneys collected between 13 and 16 hours after the last light-on were homogenized in TRIzol reagent (Thermo Fisher Scientific) and total RNA was extracted using RNeasy column (QIAGEN) according to the manufacturer’s instructions. Poly(A)-enriched stranded RNA sequencing was carried out by Takara Bio, Japan, on Illumina HiSeq 2500 with 100-bp paired-end reads and by Macrogen Japan on Illumina NovaSeq 6000 with 101-bp paired-end reads. After adaptor sequences were trimmed using Trimmomatic^57^, the sequence reads were mapped to the mouse genome (GRCm38/mm10) using STAR^58^ as described previously^59^. To obtain reliable alignments, the reads with a mapping quality of less than 10 were removed by SAM tools^60^. The University of California, Santa Cruz (UCSC) known canonical gene set (32,989) were used for annotation, and the reads mapped to the exons were quantified using Homer^61^. We assumed that a gene was expressed if there were more than 0.5 reads per million reads mapped on average in the exon of the gene. Differential gene expression of RNA-seq was determined using DESeq2^62^. Enrichment analysis was based on KEGG functional hierarchy^63^. *P* values for the enrichment test were calculated by GAGE algorithm^64^, and the FDR was calculated from the *p* value for multiple testing with Benjamini-Hochberg procedure. The enrichment results were visualized using FuncTree^65^. Enrichment analysis to evaluate the effects of transcription factors on their binding target genes was performed as described previously^66^.

### Antibodies and flow cytometry

Before the tissue sampling, the mice were housed in LD condition for 5–8 days without the phase shift. The mLNs, spleen, bone marrow, and peripheral bloods were collected between 1 and 4 hours after the last light-on and the single cell suspension was prepared. Spleen and bone marrow cells were treated by ACK buffer to lyses red blood cells. After cell counting by Celltacα MEK6450 fully automatic blood cell counter (Nihon Kohden Corp.), peripheral blood cells were treated by ACK buffer.

Fluorescent dye- or biotin-conjugated antibodies were purchased from BD Biosciences, eBioscience, Biolegend, and TONBO: CD3ε (145-2C11), TCRβ (H57-597), CD4 (RM4.5), PD-1 (29F.1A12), CD44 (IM7), CXCR5 (L138D7), CD153 (RM153), CD8α (53-6.7), CD25 (PC61.5), NK1.1 (PK136), γδTCR (GL3), B220 (RA3-6B2), CD19 (MB19-1), IgM (RMM-1), CD93 (AA4.1), CD23 (B3B4), CD95 (15A7), GL7, IgG1 (RMG1-1), IgA (C10-3), CD11c (N418), Gr-1 (RB6-8C5), F4/80 (BM8), CD11b (M1/70), CD115 (AFS98), PDCA-1 (927), MHC-II (M5/114.15.2), c-kit (2B8), CD27 (LG.3A10), TER119, IFN-γ (XMG1.2), IL-4 (11B11), and IL-17A (TC11-18H10.1). Biotinylated monoclonal antibodies were detected with PE- or BV421-conjugated streptavidin (BD Pharmingen, BioLegend). Viable cells were analyzed with FACSVerse flow cytometers (BD Biosciences) with FlowJo software. Values in quadrants, the gated area, and interval gates indicate the percentages of each population in all figures.

### Cell culture

mLN cells were cultured in RPMI 1640 medium supplemented with 10% FBS, 10 mM HEPES (pH 7.4), 50 μM 2-mercaptoethanol, streptomycin, and penicillin. For detection of cytokine production, cells were stimulated with PMA (50 ng/ml, Cayman) and ionomycin (2 μg/ml, Cayman) for 3 hours in the presence of Brefeldin A (5 μg/ml, Cayman). After stimulation, the cells were fixed by IC Fixation Buffer (Invitrogen), permeabilized, and stained with anti-IFNγ, IL-4, and IL-17A antibodies.

### Real time RT-PCR

cDC (CD11c^high^) and MZ macrophages (CD11b^+^F4/80^low^CD11c^low^) in CD19^−^CD3^−^NK1.1^−^Gr-1^−^TER119^−^PDCA-1^−^ splenocytes were sorted by FACSAria II cell sorter (BD Bioscience) and suspended with Sepasol RNA I Super G (Nacalai Tesque). Total RNA was purified and treated with RNase-free DNase (Takara Bio). After DNase inactivation, total RNA was reverse-transcribed by using ReverTraAce (TOYOBO) and random primers (Invitrogen). cDNA was measured by real-time RT-PCR by using SYBR Green Master Mix (QIAGEN) in an ABI7500 real time PCR system (Applied Biosystems). RNA expression was normalized by *Gapdh* mRNA using cDNA from whole splenocytes of LD-conditioned mice. The following primer sets were used: *Gapdh*, 5′-CCTCGTCCCGTAGACAAAATG-3′ and 5′-TCTCCACTTTGCCACTGCAA-3′; *Tnf*, 5′-GTCAGCCGATTTGCTATCTC-3′ and 5′-ACAGAGCAATGACTCCAAAG-3′; *Il1b*, 5′-GTCCTGATGAGAGCATCCAG-3′ and 5′-TCATATGGGTCCGACAGCAC-3′; *Il6*, 5′-GTCTTCTGGAGTACCATAGC-3′ and 5′-TGGTCTTGGTCCTTAGCCAC-3′.

### Statistical analysis and data analysis

For the survival analysis, the Kaplan-Meier survival curves were constructed by R 3.4.3 software. The stratified Cox proportional hazard regression model analysis was performed by using SAS 9.4 software (SAS institute, Inc., Cary, NC, USA).

For fast Fourier transform (FFT) analysis, the raw data was detrended by subtracting a 24-h moving average and the relative spectral power density (relative power) at the peak within the range of 21–26 h was obtained by using Microsoft Excel 2010.

For calculating amplitudes of single-cell bioluminescence traces, the detrended data were used for the analysis. Cosine wave fitting was carried out with the following equation, using GraphPad Prism 6.0 software:

$$f(t)=A\,\cos (2\pi \frac{t}{T}-\varphi )$$

where *A*: amplitude, *T*: period, and *φ*: acrophase.

The statistical analyses mentioned in figure legends was performed by R 3.4.3, SAS 9.4, Microsoft Excel 2007 and 2010, and GraphPad Prism 6.0 software otherwise noted. The significance was defined as *P* < 0.05 unless otherwise stated.

## Supplementary information

Supplementary Information.

## Data Availability

RNA sequencing data are available at the Gene Expression Omnibus (GSE142248). All other datasets generated in this study are available from the corresponding author upon reasonable request.

# Supplementary material for: Chronic circadian misalignment accelerates immune senescence and abbreviates lifespan in mice
**Source:** Sci Rep. 2020 Feb 13;10:2569. doi: 10.1038/s41598-020-59541-y
**Supplement:** Supplementary file 1 — Supplementary Information.

# **Chronic circadian misalignment accelerates immune senescence and abbreviates lifespan in mice**

Hitoshi Inokawa<sup>1†</sup>, Yasuhiro Umemura<sup>1†</sup>, Akihiro Shimba<sup>2†</sup>, Eiryo Kawakami<sup>3,4</sup>, Nobuya Koike<sup>1</sup>, Yoshiki Tsuchiya<sup>1</sup>, Munehiro Ohashi<sup>1</sup>, Yoichi Minami<sup>1</sup>, Guangwei Cui<sup>2</sup>, Takuma Asahi<sup>2,8</sup>, Ryutaro Ono<sup>1</sup>, Yuh Sasawaki<sup>1</sup>, Eiichi Konishi<sup>5</sup>, Seung-Hee Yoo<sup>6</sup>, Zheng Chen<sup>6</sup>, Satoshi Teramukai<sup>7</sup>, Koichi Ikuta<sup>2</sup> and Kazuhiro Yagita<sup>1\*</sup>

†These authors contributed equally to this work.

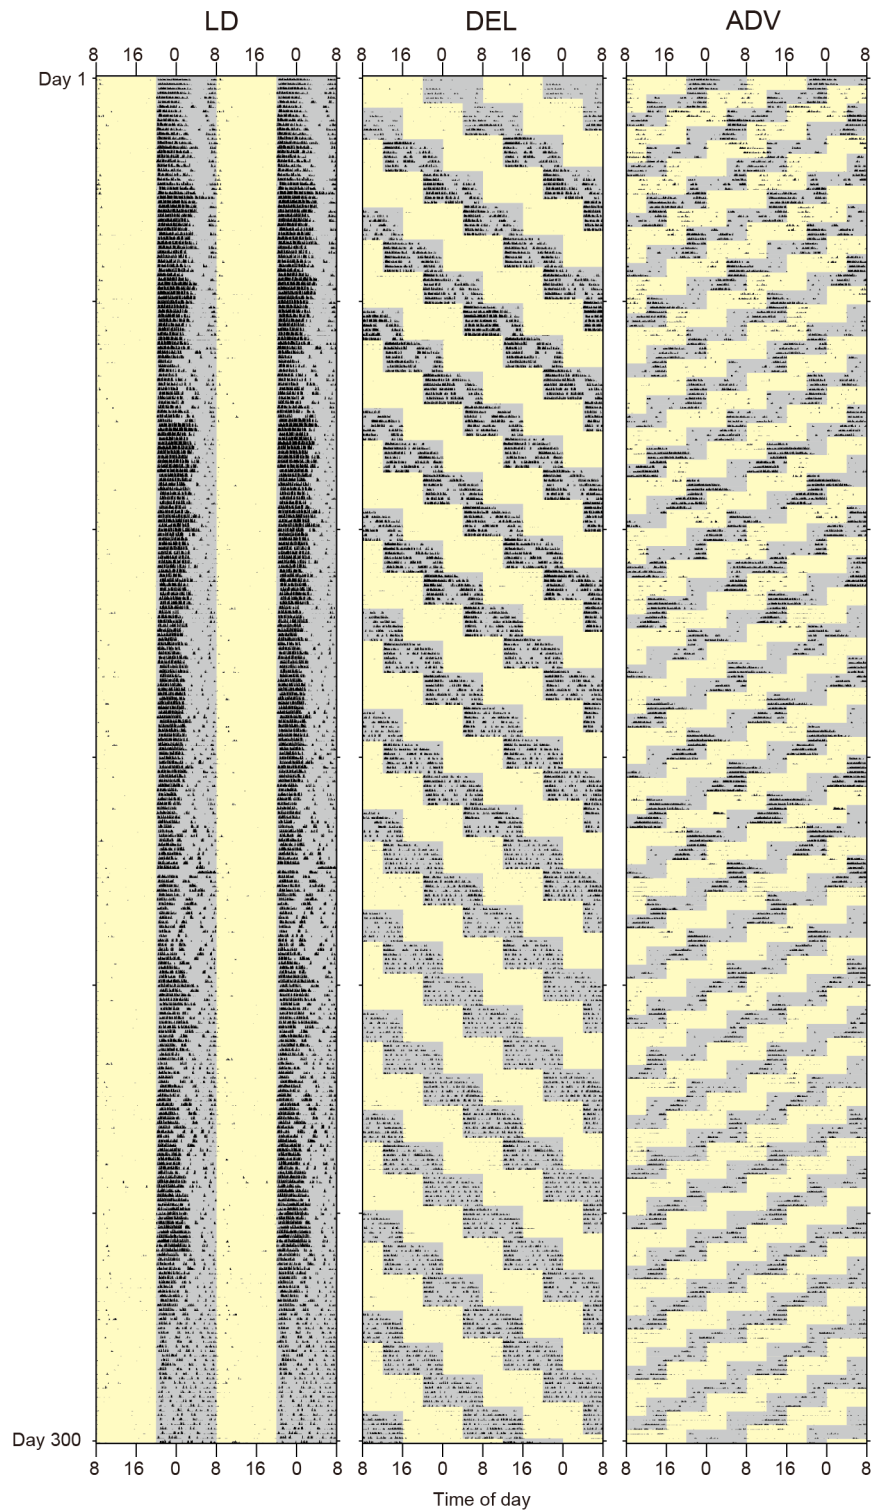

**Figure S1. Wheel running rhythms.** Representative double-plotted actograms of wheel running from mice kept under the LD-, DEL-, and ADV-conditions until 300 days after the beginning of the three light–dark cycle conditions. Yellow or grey shades indicate light or dark phases, respectively.

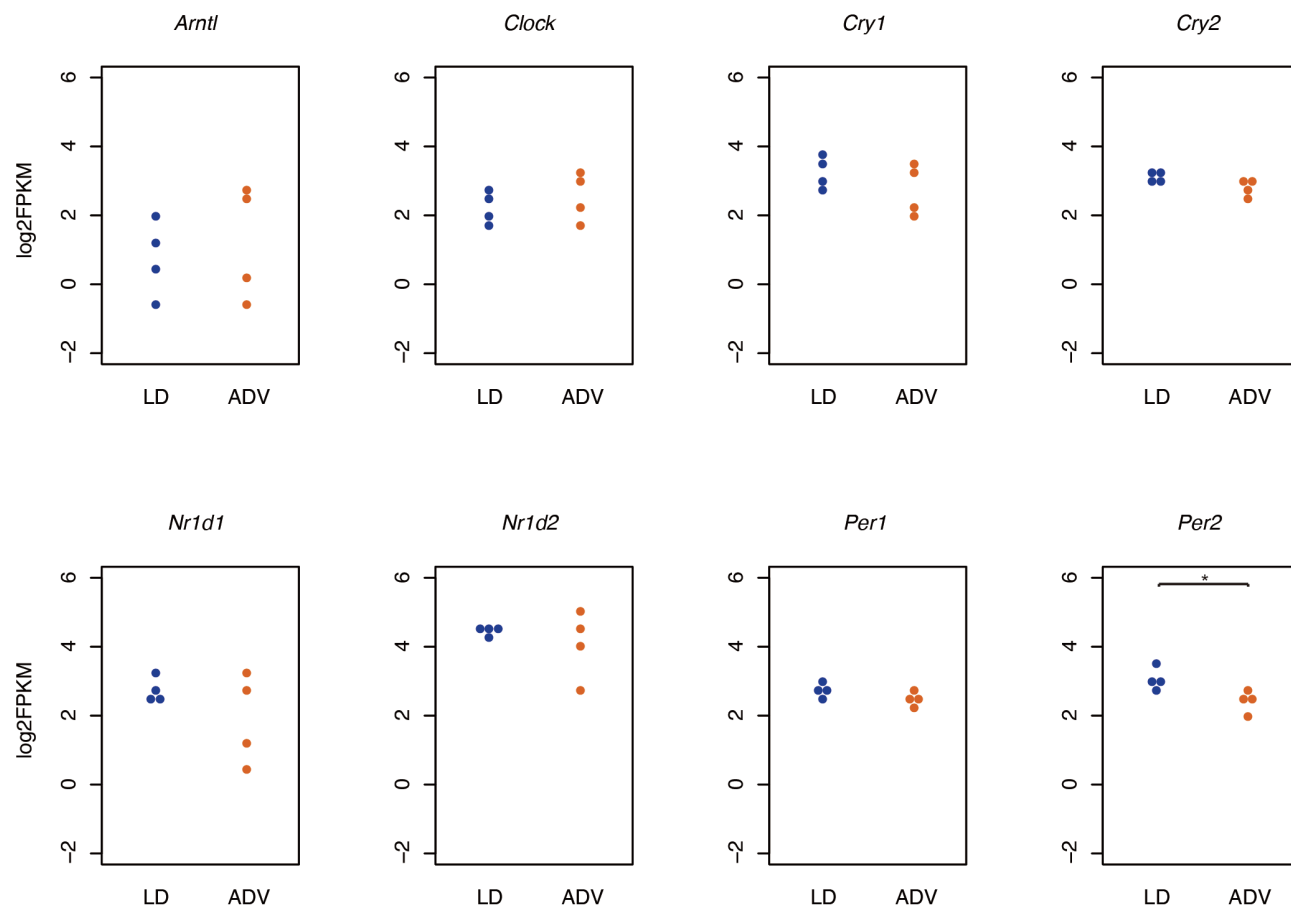

**Figure S2. The core clock gene expressions in the 85-w CJL livers by RNA-seq.** Asterisks indicate DESeq2 significance (FDR < 0.05).

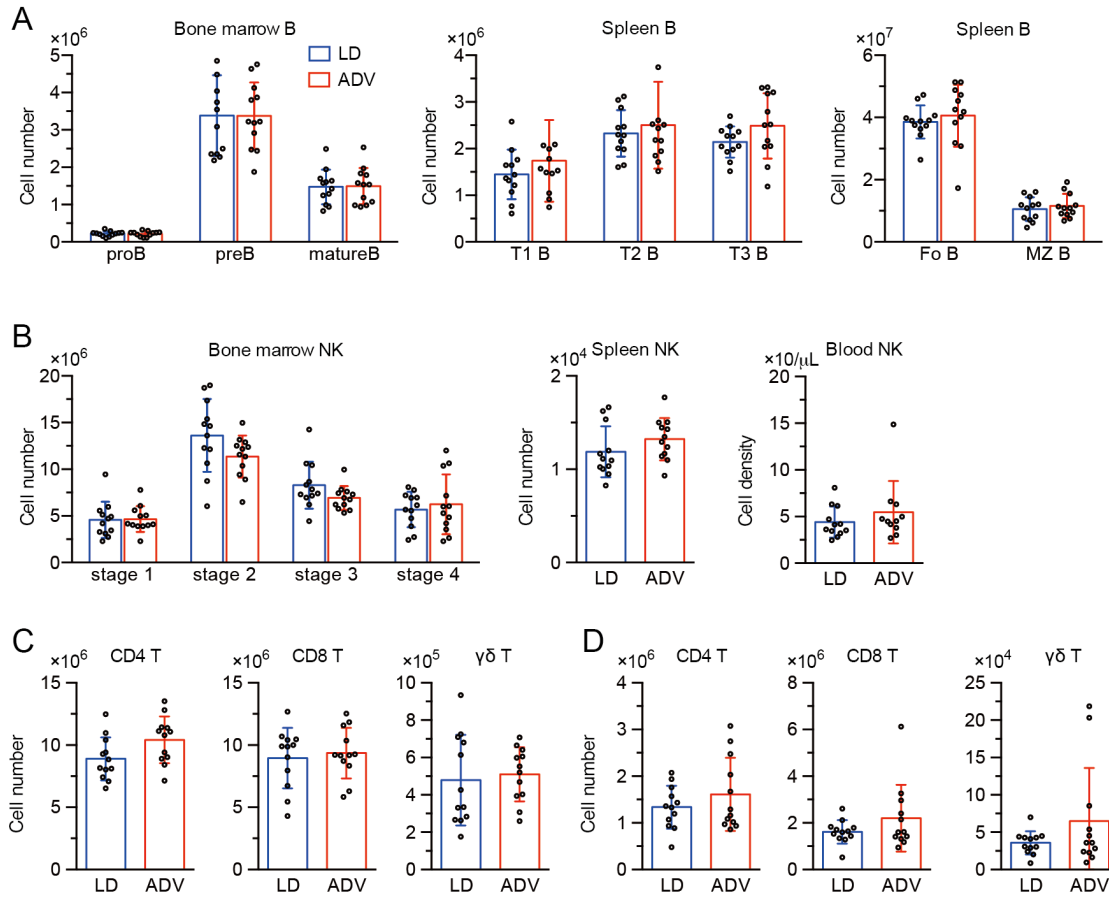

**Figure S3. Long-term non-adjustive CJL conditions do not affect lymphocyte development.** (A) Cell numbers of pro-B (CD19<sup>+</sup>B220<sup>+</sup>c-kit<sup>+</sup>IgM<sup>-</sup>), pre-B (CD19<sup>+</sup>B220<sup>+</sup>c-kit<sup>+</sup>IgM<sup>-</sup>), and mature B (CD19<sup>+</sup>B220<sup>+</sup>IgM<sup>+</sup>) cells in bone marrow and transitional 1 (T1) B (CD19<sup>+</sup>B220<sup>+</sup>CD93<sup>+</sup>CD23<sup>low</sup>IgM<sup>high</sup>), T2 B (CD19<sup>+</sup>B220<sup>+</sup>CD93<sup>+</sup>CD23<sup>high</sup>IgM<sup>high</sup>), T3 B (CD19<sup>+</sup>B220<sup>+</sup>CD93<sup>+</sup>CD23<sup>high</sup>IgM<sup>low</sup>), marginal zone B (MZ B, CD19<sup>+</sup>B220<sup>+</sup>CD93<sup>-</sup>CD23<sup>high</sup>IgM<sup>low</sup>), and follicular B (Fo B, CD19<sup>+</sup>B220<sup>+</sup>CD93<sup>-</sup>CD23<sup>low</sup>IgM<sup>high</sup>) cells in spleens of LD- and ADV-conditioned mice (n = 12). (B) Cell numbers of natural killer (NK) cells at stage 1 (CD3<sup>-</sup>NK1.1<sup>+</sup>CD27<sup>-</sup>CD11b<sup>-</sup>), stage 2 (CD3<sup>-</sup>NK1.1<sup>+</sup>CD27<sup>+</sup>CD11b<sup>-</sup>), stage 3 (CD3<sup>-</sup>NK1.1<sup>+</sup>CD27<sup>+</sup>CD11b<sup>+</sup>), and stage 4 (CD3<sup>-</sup>NK1.1<sup>+</sup>CD27<sup>-</sup>CD11b<sup>+</sup>) in bone marrow (n = 12) and NK cells (CD3<sup>-</sup>NK1.1<sup>+</sup>) in spleens (n = 12) and cell density of NK cells in peripheral blood (n = 11–12) of LD- and ADV-conditioned mice. (C) Cell numbers of CD4 T (TCR $\beta$ <sup>+</sup>CD4<sup>+</sup>CD25<sup>-</sup>), CD8 T (TCR $\beta$ <sup>+</sup>CD8<sup>+</sup>), and  $\gamma\delta$  T (TCR $\beta$ <sup>-</sup> $\gamma\delta$ TCR<sup>+</sup>) cells in spleens of LD and ADV mice (n = 12). (D) Cell numbers of CD4 T (TCR $\beta$ <sup>+</sup>CD4<sup>+</sup>CD25<sup>-</sup>), CD8 T (TCR $\beta$ <sup>+</sup>CD8<sup>+</sup>), and  $\gamma\delta$  T (TCR $\beta$ <sup>-</sup> $\gamma\delta$ TCR<sup>+</sup>) cells in mLN of LD- and ADV-conditioned mice (n = 12). Data are means  $\pm$  SD.

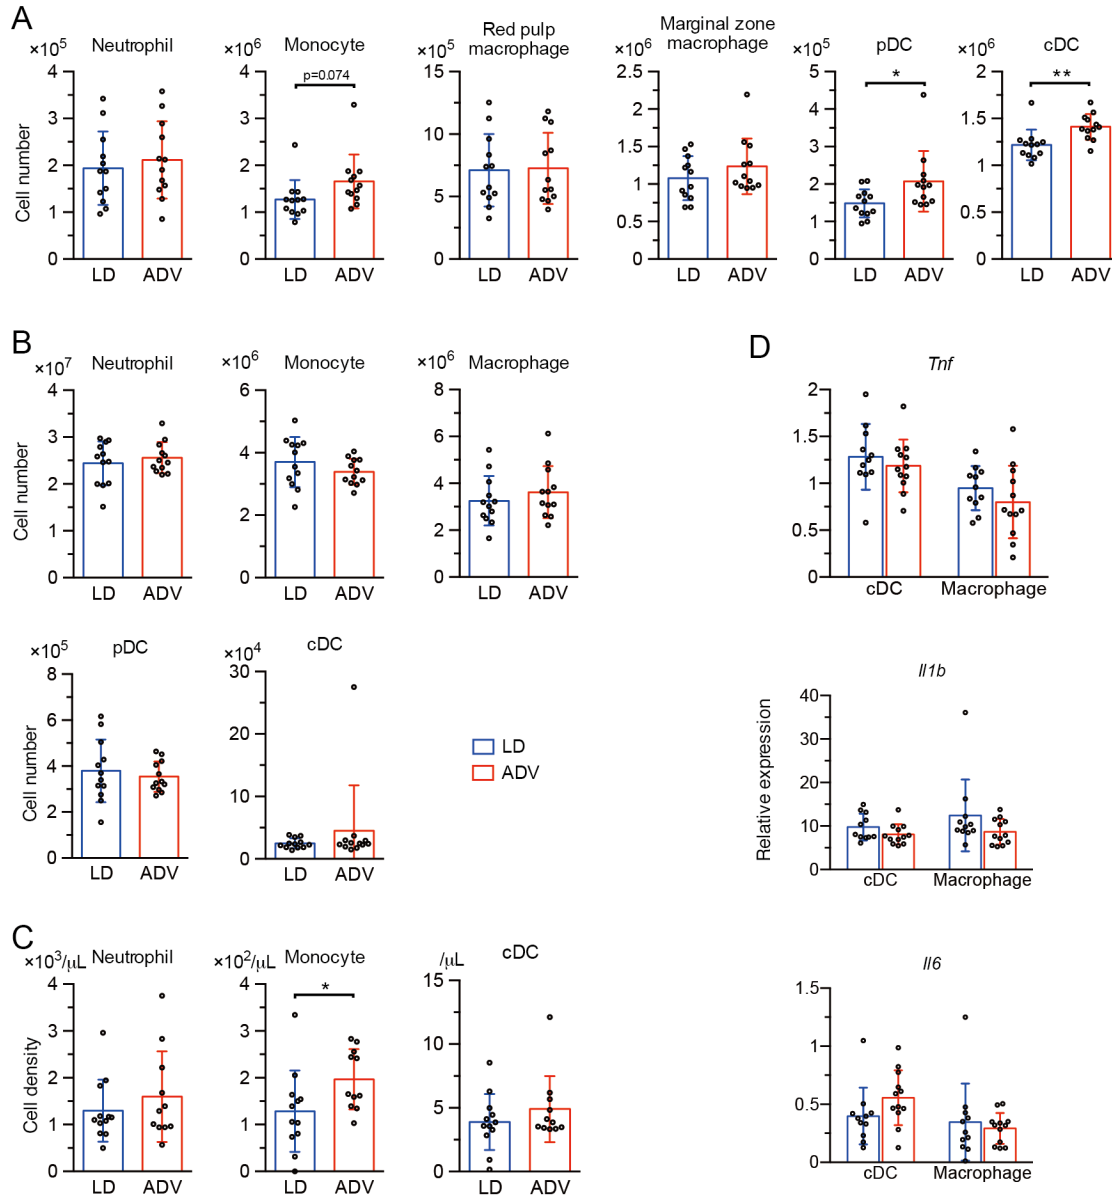

**Figure S4. Long-term non-adjustive CJL conditions induce mild increases in monocytes and dendritic cells.** (A) Cell numbers of neutrophils (CD11b<sup>+</sup>Gr-1<sup>+</sup>CD3<sup>-</sup>CD19<sup>-</sup>), monocytes (CD115<sup>+</sup>CD11b<sup>+</sup>Gr-1<sup>-</sup>CD3<sup>-</sup>CD19<sup>-</sup>), red pulp macrophages (CD11b<sup>+</sup>F4/80<sup>low</sup>CD3<sup>-</sup>CD19<sup>-</sup>CD115<sup>-</sup>), marginal zone macrophages (CD11b<sup>low</sup>F4/80<sup>high</sup>CD3<sup>-</sup>CD19<sup>-</sup>CD115<sup>-</sup>), plasmacytoid dendritic cells (pDCs, PDCA-1<sup>+</sup>MHCII<sup>high</sup>), and conventional DCs (cDCs, CD11c<sup>+</sup>MHCII<sup>high</sup>PDCA-1<sup>-</sup>) in spleens of LD- and ADV-conditioned mice (n = 12). (B) Cell numbers of neutrophils, monocytes, macrophages (CD11b<sup>+</sup>F4/80<sup>low</sup>Gr-1<sup>-</sup>CD3<sup>-</sup>CD19<sup>-</sup>CD115<sup>-</sup>), pDCs, and cDCs in bone marrow of LD- and ADV-conditioned mice (n = 12). (C) Cell density of neutrophil (CD11b<sup>+</sup>Gr-1<sup>+</sup>), monocyte (CD115<sup>+</sup>CD11b<sup>+</sup>Gr-1<sup>-</sup>), and cDC (CD11c<sup>+</sup>MHCII<sup>high</sup>) in peripheral blood of LD- and ADV-conditioned mice (n = 11–12). (D) qRT-PCR analysis of *Tnf*, *Il1b*, and *Il6* mRNA of cDCs and marginal zone macrophages in spleens of LD- and ADV-conditioned mice (n = 11–12). Data are means ± SD. Two-tailed Student's *t*-test, \**P* < 0.05, \*\**P* < 0.01, \*\*\**P* < 0.001.

## Pathophysiology of the Long-Term Circadian Misalignment

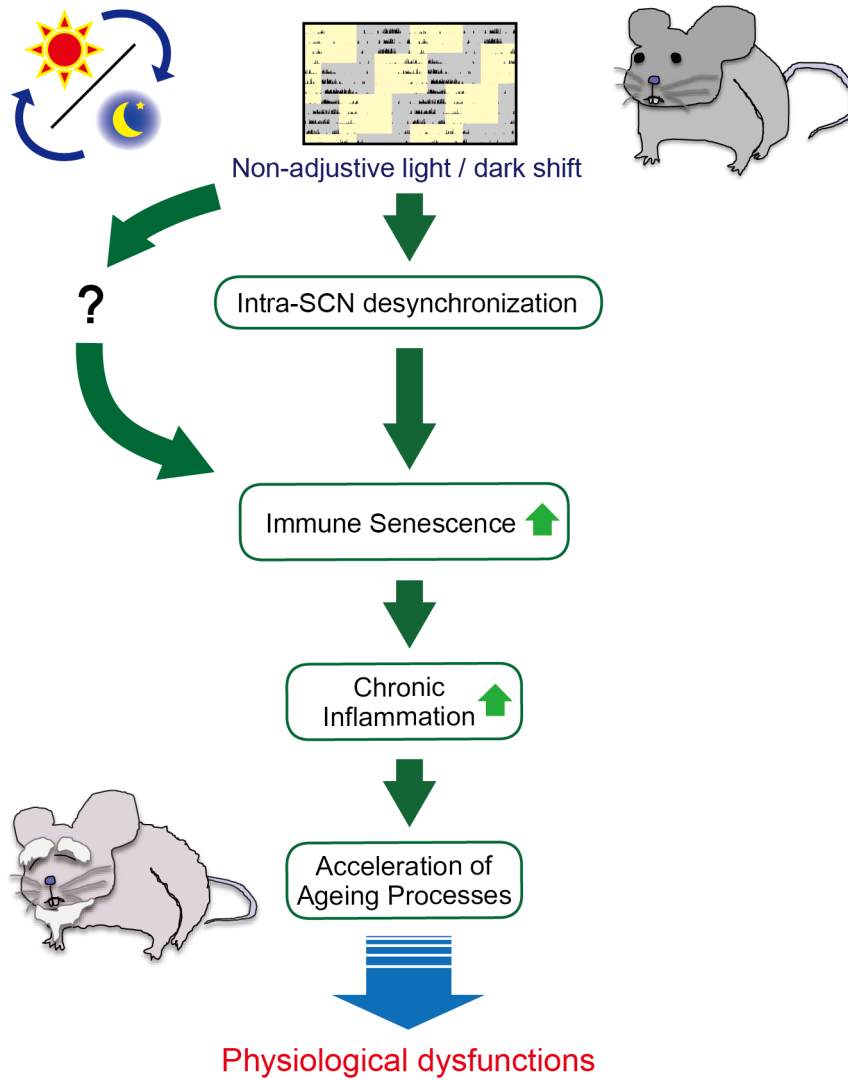

**Figure S5. Schema for systemic ageing processes via ‘SCN desynchronization–accelerated immune senescence–enhanced chronic inflammation’ axis.**

How the deposited data were processed for this re-analysis (not part of the article)

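Liver and kidney RNA of 4 LD-conditioned and 4 ADV-conditioned mice kept for 85 weeks was measured by RNA-seq, which makes 16 libraries. The names of the libraries carry the number of the mouse, and the same 8 numbers occur in both organs, so that liver and kidney of a mouse were taken as a pair. As a check of this pairing, the deviations of liver and kidney from their group means were correlated across genes for the same mouse. The values were 0.147, 0.117, 0.185 and 0.0982 for L63, L65, L86 and L104, and −0.0242, 0.334, 0.553 and 0.0423 for A75, A91, A94 and A115, and 6 of the 8 lay above the median for pairs of different mice.

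The authors trimmed adaptors with Trimmomatic, mapped the reads to GRCm38/mm10 with STAR, removed reads with a low mapping quality with SAMtools and quantified the exons of the UCSC known canonical genes with Homer. The deposited tables hold FPKM, although the column names say RPKM. Each value multiplied by the exon length and by the library total given in the column name came out in steps of 0.5 fragment, so that each read of a pair had counted 0.5. Each library was divided by its own total, and no further normalization between libraries had been applied. The paper's differential expression test, DESeq2 on counts, was not run here. The tests were planned on the log2(FPKM + 0.1) scale of the deposited values, and of the methods for counts only limma-voom was run, on the fragments recovered from these steps. No read was mapped or counted again.

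The share of fragments on the annotated genes was between 91.5% and 92.8% in the livers and between 91.2% and 92.9% in the kidneys. The depth of each group and the FPKM that 1 fragment gives are printed at the first result of each organ. Genes with a mean above 0.5 over the organ's libraries, as FPKM before the division by exon length, were tested, which is the paper's rule for an expressed gene. R 4.3.3 and limma 3.58.1 (lmFit, and eBayes with a trend in the variance prior) were used in each organ apart, and genes with a Benjamini-Hochberg adjusted p under 0.05 were counted. Exact permutation tests ran over the 70 assignments of 4 of the 8 mice and were two-sided. Counts of genes and lists were compared with those of all 35 splits of the 8 mice into 4 and 4.

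For the pathways labelled in Fig. 3, 14 lists of genes were written from general knowledge, 8 of immune pathways, 4 of metabolic pathways and 2 of protein synthesis and processing. A list of BMAL1 and CLOCK targets and 23 lists of marker genes of cell types and tissue states were written in the same way. These lists, the tests, the alternatives named below and the rule for naming genes were fixed before the data were examined. That rule takes every gene that the paper names for these organs, the genes with the smallest p in each direction and organ, and the genes with the largest change in a list that is discussed. Lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation, with fry, and with the statistic over genes that GAGE uses. Reactome sets for mouse from the fgsea package 1.28.0 with at least 15 genes tested replaced the lists in an alternative. They were matched by gene symbol, and 6802 of their 7111 gene identifiers were found. The KEGG sets and the target sets of the paper's transcription factor analysis were not used here.

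The alternatives were pseudocounts of 0.5 and 1, no filter on low values, a mean FPKM above 1, scaling by the median ratio, quantile normalization, no trend in the variance prior, both organs in 1 fit, the mouse as a replicate block, and leaving out each mouse in turn. After the data had been seen, limma-voom on the recovered fragments, leaving out the mitochondrial genes, array weights, and leaving out A115 together with scaling by the median ratio were added. For relations across mice, Pearson and Spearman correlations were given permutation p. Outlying mice within a group of 4 were sought with Dixon's ratio at 0.829.

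The procedure was tested on simulated data with the mean and the spread within groups of each gene, in which 200 genes were shifted by 1.5 on the log2 scale. In the liver 167 of them were found, with 8 other genes, and in the kidney 91 were found, with 10 other genes. The simulated spread was equal in both groups and independent between genes, with no outlying library. These counts therefore do not show how the procedure does with a wider spread among the ADV mice or with libraries such as A94 and A115. The survival, SCN, histology and flow cytometry experiments were not analysed here.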

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

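The tests of the mitochondrial share, the whole mouse and the number of molecules for A115, that of the whole mouse for A94, and those of the kidney without A115 were chosen only after the result was seen. Within each condition and organ, 224 sets of 4 values were searched for a mouse far from the other 3, and 38 were found where chance gives 11.2. Of these, 17 concerned the liver of A94 and 10 the kidney of A115. Lists share genes, and all sets of an organ share libraries, so that an unusual library is counted many times. The excess over 11.2 is therefore not a number of independent outliers.

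The liver of A94 lay far from the other ADV livers in 1 of 3 library features (its correlation with the other livers), in 10 of 15 pathway and target lists, in 5 of 23 marker lists (T cells, B cells, plasma cells, pericentral hepatocytes and interferon-induced genes) and in 1 of 15 named genes (Irf8). Blood left in the tissue would raise the genes of haemoglobin above those of immune cells. Against the mean of the other livers, the haemoglobin genes were 1.09 higher on the log2 scale in this liver and the immune genes 1.18. These medians are near each other and decide little. The B cell score, taken relative to the LD mean, was 4.23, which argues against blood as the whole cause for these markers. A shift of genes by exon length was argued against as well, since the immune genes stayed 0.749 higher after the trend with length was taken out. Pancreas carried over with the liver was argued against by a pancreatic acinar score of −0.72. The kidney of the same mouse had the highest immune score of the kidneys, 1.08, so that a process of the whole mouse, with lymphocytes in both organs, may lie behind the pattern. Whether the ADV condition caused it in this mouse cannot be judged from 1 animal, and a sequencing batch could not be told apart.

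The kidney of A115 lay far from the other ADV kidneys in 1 of 3 library features (the mitochondrial share), in 3 of 23 marker lists (pericentral hepatocytes, distal nephron cells and podocytes), in 3 of 15 pathway and target lists (oxidative phosphorylation, fatty acid degradation and peroxisome) and in 3 of 15 named genes (Cry2, Per1 and Per2). Loss of RNA by exon length is argued against by a correlation of its deviation with length of 0.223, within the range of the other kidneys, which reached 0.232 in L63. A sample of another organ is argued against by proximal tubule genes with a median log2 deviation of −1.01, where liver lies at −9.81. The larger share of mitochondrial transcripts alone is argued against, since without these genes its mean correlation with the other kidneys was still 0.853. A state of the whole mouse is argued against by its liver, which had a mean correlation of 0.977 with the other livers. At equal depth outside the mitochondrial genes, 15325 genes were above 0 in this kidney and between 16610 and 17676 in the others, so that a library made from few different molecules is a candidate explanation. The tubular injury list had a score of 0.67 in this kidney, above A94 (0.26) and A91 (−0.67) and below A75 (1.78) and the LD mouse L86 (1.37). Its score of proliferating cells was the highest of the 8, 1.99, near those of A75 (1.76) and A94 (1.60), and its acute phase score was 1.26 against 2.14 in A75. These scores neither set this kidney apart nor exclude injury or a local disease, which stay open.

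In the LD group, the kidney of L65 lay apart in 1 of 3 library features (the number of genes above 0). The kidney of L86 lay apart in 3 of 23 marker lists (macrophages and monocytes, hepatocytes, and acute phase response), in 3 of 15 pathway and target lists (leishmaniasis, osteoclast differentiation and phagosome) and in 1 of 15 named genes (Nfil3). In the ADV group, the kidney of A91 lay apart in 1 of 23 marker lists (proliferating cells) and in 1 of 15 named genes (Col3a1), and the liver of A75 in 1 of 23 marker lists (pancreatic acinar cells, with a score of 3.25 that rests on the 3 genes of that list tested in liver). No explanation of these was tested.

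Some signals lay in lists, a gene or an organ on which the paper's text does not report them. In the liver, the marker list of macrophages and monocytes was 0.82 higher and that of Kupffer cells 0.65 higher on the log2 scale in the ADV condition, with each of the 4 ADV mice above every LD mouse (exact permutation test p = 0.029 for both, 0.329 after adjustment over the marker lists). A94 carried much of both, with a macrophage score of 2.01 against 0.29 to 0.64 in the other ADV livers. Its Kupffer cell score was 1.26 against 0.29 to 0.69. Col27a1 in the liver had a log2 fold change of −1.54, and in 2 of the 35 splits of the mice as many genes passed the threshold. In the kidney, Per2 had a log2 fold change of −0.76, lower in each of the 4 ADV mice (exact permutation test p = 0.029, adjusted p = 1.00 by limma over all genes and 0.111 over the list). Its level was 3.68 FPKM in A115, between 7.70 and 8.84 FPKM in the other ADV kidneys and between 9.65 and 12.8 FPKM in the LD kidneys. Chance, batch and biology were not told apart by further tests here.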

How the results depend on the processing

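No test in this part was chosen only after the result was seen, but array weights, limma-voom, leaving out the mitochondrial genes, and leaving out A115 together with scaling by the median ratio were chosen after seeing the data. The cause was not tested for any change below, except where fewer samples or genes are named.

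Of the 170 values that the other settings gave for the leading results, 153 were the same, 6 were weaker and 11 stronger. Many of these were counts, taken as the same when equal to or near the main count, with no check of direction or threshold. Other values were taken as the same when they kept their direction and their side of the threshold. A count of genes that stayed the same could cover another gene. With both organs in 1 fit, the 1 liver gene called was Prkca, which was higher, in place of Col27a1, which was lower. For lists, 289 of 308 values were the same, 11 weaker, 4 stronger and 4 reversed. For named genes, 679 of 707 were the same, 1 weaker, 24 stronger and 3 reversed. With a mouse left out, 100 of 112 leading values, 189 of 224 list values and 452 of 472 gene values were the same.

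Liver genes called, ADV against LD, numbered 6 with no filter on low values, where more genes were tested, and 3 with array weights. Pathway lists called in the direction of Fig. 3 numbered 0 in the liver and 0 in the kidney both with camera at an estimated correlation and with fry, and 6 in the kidney with the Reactome sets. In the kidney, genes called numbered 1 with both organs in 1 fit, 1098 with array weights, and 2318 with A115 left out and scaling by the median ratio, which also left 6 cell type marker lists. The spread of the core clock genes in kidney was 5.08 times with scaling by the median ratio and 4.60 times with quantile normalization (exact permutation test p = 0.029 for both). Genes with a different ADV effect in liver and kidney numbered 1 with scaling by the median ratio, 1 with quantile normalization, 1377 with array weights and 665 with A115 left out and scaling by the median ratio. The paired fit with the mouse as a replicate block changed no call, with 0 genes as without it. With A115 left out and scaling by the median ratio, the log2 fold change in liver reversed to −0.12 for Arntl and −0.0091 for Clock, and the kidney median of oxidative phosphorylation to 0.18. With array weights, the kidney medians of oxidative phosphorylation, protein processing in endoplasmic reticulum and peroxisome reversed to 0.33, 0.12 and 0.013, and Ccl20 in the kidney to −0.061.

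Across the 8 fits that each left out 1 mouse, liver genes called went from 0 to 9 and kidney genes called from 0 to 2724, the latter without A115. Kidney pathway lists called went from 1 to 12, cell type marker lists in kidney from 1 to 14, the spread of the core clock genes in kidney from 1.95 to 14.5 times, genes with a different ADV effect from 0 to 458, and the relation of liver and kidney immune scores from r = 0.582 to 0.874. Signs changed in the liver for oxidative phosphorylation (−0.057 to 0.045), protein processing in endoplasmic reticulum (−0.085 to 0.053), Arntl (−0.048 to 0.97) and Nr1d2 (−0.72 to 0.0052). In the kidney they changed for cytokine-cytokine receptor interaction (−0.0067 to 0.66), oxidative phosphorylation (−0.14 to 0.37), protein processing in endoplasmic reticulum (−0.14 to 0.062), peroxisome (−0.42 to 0.037), ribosomal proteins (−0.13 to 0.40) and Irf8 (−0.095 to 1.12).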

Differences from the paper's values

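Array weights, and leaving out A115 together with scaling by the median ratio, were chosen after seeing the data, and no other test in this part was. The paper's values below were read by eye from its figures. Its marks and FDR for single genes come from DESeq2 on counts, which was not run here. The alternatives for single genes therefore cannot tell whether the choice of test accounts for a gap. The medians of log2 FPKM of the 5 fibrosis-associated genes in each condition differed from the paper's by less than the spread of the mice, so that both are on the same scale.

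Of the 8 core clock genes in the liver, the paper marks about 1 as significant in Fig. S2, read by eye, which is Per2, and 0 had an adjusted p under 0.05 here. None of the alternatives set before the data were examined closed the gap, and the adjusted p of Per2 lay between 0.241 and 0.706 over them. Of the fibrosis-associated genes, the paper marks about 3 in Fig. 5F, read by eye, which are Acta2, Col1a1 and Lum, against 0 here. None of the alternatives set before the data were examined closed that gap. Adjusted over the list alone, these 3 genes, and Col1a2 and Col3a1 with them, were under 0.05. The study shows these genes for the same livers, so that this adjustment does not close the gap either.

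For Col1a2 the paper's FDR is about 0.069 in Fig. 5F, read by eye, against an adjusted p of 0.400 here. For Col3a1 the paper's FDR is about 0.064 in Fig. 5F, read by eye, against 0.415. For both, none of the alternatives set before the data were examined closed the gap, with the lowest adjusted p, 0.175 for Col1a2 and 0.172 for Col3a1, without A91.

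Fig. 3A shows the inflammatory bowel disease pathway as higher in the ADV-conditioned liver. The list written for it had a camera adjusted p of 0.111 and fell under 0.05 with scaling by the median ratio (0.0243), quantile normalization (0.0159), the statistic that GAGE uses (0.0097) and without A115 (0.0222). It did so as well with A115 left out and scaling by the median ratio (0.0035), which was chosen after seeing the values. Fig. 3A shows the class of translation pathways as lower in the ADV-conditioned liver, and the list of ribosomal proteins had a median log2 fold change of 0.20 here, higher in 77 of 78 genes. No setting gave this list a median below 0 in the liver. Its adjusted p was 0.217 with the statistic that GAGE uses and 0.186 with array weights. The Reactome set of translation had a median of 0.15 in the liver (camera adjusted p = 0.137).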

Other observations

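The test of vessel wall for Acta2 and those of the genes in the kidney without A115 were chosen only after the result was seen. All counts of splits below include the real split and are out of 35.

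In the liver, 2 of the 35 splits gave as many genes with an adjusted p under 0.05 as the real one, and the real split had the most genes at an unadjusted p under 0.05, 1512 against a median of 406. As many immune lists were past the threshold in one direction in 17 splits, as many metabolic lists in 12 and as many marker lists in 24. In the kidney, 9 splits had as many as the 448 genes at an unadjusted p under 0.05, while for the 0 genes with an adjusted p under 0.05 the splits test nothing, since every split reaches a count of 0. As many immune lists were reached in 13 splits, as many metabolic lists in 15 and as many marker lists in 6. The counts of lists by camera at its preset correlation are therefore in line with what groupings of these mice without regard to the condition gave. The correlation of the log2 fold changes of both organs was reached in 2 splits. For the 0 genes with a different effect in the organs the splits test nothing either.

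Of the 23 marker lists, 9 were higher in the ADV-conditioned liver with a camera adjusted p under 0.05, and 0 with fry. Their median log2 fold changes were 1.32 for B cells, 1.28 for smooth muscle cells, 0.86 for hepatic stellate cells and fibroblasts, 0.85 for proliferating cells, 0.81 for macrophages and monocytes, 0.75 for tubular injury, 0.69 for Kupffer cells, 0.66 for interferon-induced genes and 0.51 for acute phase response. The exact permutation test of the scores per mouse gave these 9 lists p between 0.029 and 0.514. The B cell score was 4.23 in A94 and between 0.35 and 0.80 in the other ADV livers. That of interferon-induced genes was 2.52 in A94 and between −0.084 and 0.15 in the others. Without A94, 7 marker lists in the liver were past the threshold by camera, and 13 were without A91. The fibroblast list holds 4 of the 5 fibrosis-associated genes of the paper, and smooth muscle holds the other. The remaining lists in the liver had adjusted p of 0.0667 or more, namely T cells, plasma cells, neutrophils, mesothelial cells, bile duct cells, endothelial cells, hepatocytes, pericentral and periportal hepatocytes, pancreatic acinar cells, adipocytes, proximal tubule cells, distal nephron cells and podocytes. In the kidney 13 marker lists were past the threshold by camera and 0 by fry, and without A115 the number was 1. Proximal tubule cells were lower, with a median of −0.34, and the others were higher, from 0.39 for bile duct cells to 1.25 for proliferating cells. The 10 remaining lists in the kidney had adjusted p of 0.0841 or more. Over all Reactome sets tested, 50 were higher and 26 lower in the liver out of 675, and 42 higher and 18 lower in the kidney out of 694, with 0 by fry in both organs.

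Without A115, 2724 genes passed the threshold in the kidney, and 1 of the 35 splits of the 7 mice, the real one, gave as many, the next highest giving 290. Of these genes, 58.4% passed in the same direction after scaling by the median ratio, so that the deposited scaling, with fewer mitochondrial fragments in these ADV kidneys, is argued against as the whole cause. The balance of 85.8% higher genes became 51.9% with that scaling. An effect of the ADV condition on the kidneys of the remaining mice may exist, and a sequencing batch that followed the condition would give the same picture. The choice to look at this set of mice followed from the library of A115, which makes this a hypothesis.

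The list of BMAL1 and CLOCK targets in the liver was as far from 0 in 3 of the 35 splits. The single liver of A94 is argued against as the cause, since the median without it was −0.44. Mice sampled at another internal phase could give the same pattern, and this cannot be told apart from a lasting change, since each mouse was sampled once. A91, with a target score of −0.049, and A94 lay near the LD mice, while A75 and A115 had the lowest scores. The Reactome set of genes activated by BMAL1 and CLOCK had a median of −0.27 (camera adjusted p = 1.3e-04), and the list in the kidney also had a median of −0.27, which was −0.047 without A115.

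Levels of Arntl in liver and kidney of the same mouse rose together, with r = 0.909 (permutation test p = 0.0028, adjusted 0.0046 over 10 relations) and rho = 0.857 (permutation test p = 0.0107, adjusted 0.0153), and r = 0.765 without the 2 mice farthest from the median. Dbp, Nr1d1, Per3 and Ciart fell as Arntl rose in both organs, so that 8 of 8 relations were below 0, with r between −0.782 and −0.946. Those of Nr1d1 and Per3 in the liver were −0.536 and −0.308 without 2 mice. This is consistent with a shared internal phase, or time of sampling, of each mouse, since the paper gives a window of collection from 13 to 16 hours after the last light-on. The spread of the core clock genes in the kidney was 6.68 times as large among the ADV mice (exact permutation test p = 0.057), and 1.95 times without A115.

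Acta2 in the liver of A75 was 3.77 above the LD mean on the log2 scale, and the other markers of smooth muscle rose by a median of 1.95 in the same liver. The 4 collagen and lumican genes rose by a median of 1.19 in A75, 4.55 in A94 and 1.54 in A115. Vessel or duct wall in the piece of liver sampled may account for the level of Acta2 in A75, while activated stellate cells were not excluded. In the kidney, adjusted over the list alone, 3 of the 5 fibrosis-associated genes were under 0.05, with log2 fold changes of 2.14 for Col3a1, 1.88 for Col1a1 and 1.26 for Col1a2, and 0 were over all genes.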
